# The DNA-damage signature in *Saccharomyces cerevisiae *is associated with single-strand breaks in DNA

**DOI:** 10.1186/1471-2164-7-313

**Published:** 2006-12-12

**Authors:** Rebecca C Fry, Michael S DeMott, Joseph P Cosgrove, Thomas J Begley, Leona D Samson, Peter C Dedon

## Abstract

**Background:**

Upon exposure to agents that damage DNA, *Saccharomyces cerevisiae *undergo widespread reprogramming of gene expression. Such a vast response may be due not only to damage to DNA but also damage to proteins, RNA, and lipids. Here the transcriptional response of *S. cerevisiae *specifically induced by DNA damage was discerned by exposing *S. cerevisiae *to a panel of three "radiomimetic" enediyne antibiotics (calicheamicin γ_1_^I^, esperamicin A1 and neocarzinostatin) that bind specifically to DNA and generate varying proportions of single- and double-strand DNA breaks. The genome-wide responses were compared to those induced by the non-selective oxidant γ-radiation.

**Results:**

Given well-controlled exposures that resulted in similar and minimal cell death (~20–25%) across all conditions, the extent of gene expression modulation was markedly different depending on treatment with the enediynes or γ-radiation. Exposure to γ-radiation resulted in more extensive transcriptional changes classified both by the number of genes modulated and the magnitude of change. Common biological responses were identified between the enediynes and γ-radiation, with the induction of DNA repair and stress response genes, and the repression of ribosomal biogenesis genes. Despite these common responses, a fraction of the response induced by gamma radiation was repressed by the enediynes and *vise versa*, suggesting that the enediyne response is not entirely "radiomimetic." Regression analysis identified 55 transcripts with gene expression induction associated both with double- or single-strand break formation. The *S. cerevisiae *"DNA damage signature" genes as defined by Gasch *et al*. [1] were enriched among regulated transcripts associated with single-strand breaks, while genes involved in cell cycle regulation were associated with double-strand breaks.

**Conclusion:**

Dissection of the transcriptional response in yeast that is specifically signaled by DNA strand breaks has identified that single-strand breaks provide the signal for activation of transcripts encoding proteins involved in the DNA damage signature in *S. cerevisiae*, and double-strand breaks signal changes in cell cycle regulation genes.

## Background

Exposure to DNA damaging agents can cause mutation and cell death and may ultimately lead to disease. Protection from this damage is provided by a host of DNA repair and cell cycle checkpoint proteins that collectively represent numerous pathways to help in the recovery response [2]. In humans, there are approximately 150 DNA repair and cell cycle checkpoint proteins that serve to ensure the repair of damage caused to DNA [3,4] and most of these have functional homologues in *S. cerevisiae*. Recently, studies have shown that proteins with additional cellular functions beyond DNA repair and cell cycle regulation may ameliorate the toxic effects of agents that cause DNA damage [5-8].

Genome-wide phenotyping studies to identify genes involved in cellular recovery after exposure to DNA alkylating agents, such as methyl methane sulfonate (MMS), indicate that a vast array of cellular processes are required for the recovery of *S. cerevisiae*. Transcriptional profiling demonstrated that up to 30% of the *S. cerevisiae *~6000 genes respond upon exposure to MMS in a time-, agent- and dose-dependent manner [9,10]. Given this vast transcriptional response to damaging agents like MMS and the knowledge that, in addition to DNA, these agents can also damage proteins, RNA and lipids, we set out to identify the transcriptional response specifically caused by damage to DNA.

Here we compared the responses of *S. cerevisiae *upon exposure to γ-radiation, a non-selective oxidant that attacks DNA (base and sugar), lipids, carbohydrates, proteins and small metabolites in cells, with the response of *S. cerevisiae *to a panel of enediyne antibiotics that are known to damage DNA and not other cellular molecules (calicheamicin γ_1_^I^, esperamicin A1 and neocarzinostatin; structures shown in Figure 1) [11,12]. The enediyne family is a structurally diverse group of DNA-cleaving molecules that undergo reductive activation, presumably by glutathione *in vivo*, to form a diradical intermediate that binds with high affinity (10^9 ^M^-1^) in the minor groove of DNA and abstract hydrogen atoms from deoxyribose. This "radiomimetic" damage leads to the formation of well-defined proportions of single- and double-stranded DNA lesions unique to each type of enediyne [11,12] the proportions of which are noted in Table 1. With no damage to DNA bases, the enediynes specifically oxidize the deoxyribose moiety to produce either direct strand breaks with various sugar residues or phosphate groups attached to the 3'- or 5'-ends of the breaks, or various unstable oxidized abasic sites [11].

Expression profiling experiments have been performed using some of these agents independently [13,14]. However, there are no studies that directly compare the responses of these enediynes to each other and to that of γ-radiation under identical conditions. We establish four key findings: (i) under conditions of similar cell survival, exposure to non-selective γ-radiation results in more extensive reprogramming of *S. cerevisiae *transcription than does exposure to the DNA-selective enediynes; (ii) in response to DNA-strand breaks induced by both the non-selective and selective treatments, *S. cerevisiae *induces genes involved in DNA repair and the general stress response and represses genes encoding for ribosomal biogenesis; (iii) a considerable fraction of the response upon exposure to γ-radiation was not mimicked by treatment with the enediynes; and (iv) the "DNA damage signature" as described by Gasch *et al*. [1] in *S. cerevisiae *is associated with single-strand breaks in DNA. These results have implications for our understanding of the cellular responses arising from damage to specific components of the cell.

## Results and discussion

### Genome-wide responses of *S. cerevisiae *upon exposure to enediynes and γ-radiation are partially overlapping

The expression patterns of yeast genes were monitored in *S. cerevisiae *exposed to the enediynes calicheamicin γ_1_^I^, esperamicin A1 and neocarzinostatin, and to γ-radiation. 

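Transcript levels were measured on Affymetrix YG-S98 GeneChip arrays in 18 cultures of strain DBY747, in 6 groups of 3 biological replicates with 1 array each. Cells received 1 nM calicheamicin, 3 nM esperamicin A1 or 4 nM neocarzinostatin for 15 min and were set against cells that received methanol vehicle. Irradiated cells received 210 Gy of γ-radiation at 105 Gy/min with 13 min of incubation, and were set against cells that the sample labels call mock irradiated and the paper calls water vehicle. The authors normalized the arrays with the RMA algorithm, and the deposited intensities are RMA values on a linear scale, of which the log2 was taken. Of the probe sets on the array, 60 are control probe sets and 6504 match 1 gene. The probe set with the highest mean represents each gene, which leaves 5656 genes, and no filter on Absent/Present calls was applied. Each comparison was tested with limma in 1 model of all 18 arrays, and a gene was called changed at a fold change of 1.5 or more and a Benjamini-Hochberg adjusted p of 0.10 or less, the thresholds of the paper. The local pooled error test, the test of the paper, was written after its description and run as an alternative. The number of arrays limits the precision: the median standard error of a log2 fold change was 0.20, and an exact permutation test of 3 arrays against 3 cannot give a two-sided p below 0.10. In simulated data for the γ-radiation comparison, 28.4% of 1.5-fold changes, 76.1% of 2-fold changes and 100% of 4-fold changes were called. The simulation changed 200 genes at once, with independent noise at the spread estimated from all 18 arrays. Recovery could be lower where fewer genes change, and any correlation between arrays of the same replicate number was left out. As a sign of RNA quality, the log2 intensity of the 5' actin control probe set minus that of the 3' probe set was -3.59 in methanol vehicle replicate 1 and lay between -2.34 and -0.69 in the other 17 arrays. It followed the groups: the esperamicin A1 arrays lay between -2.34 and -1.53, and the γ-radiation and mock irradiation arrays between -0.80 and -0.69. The same difference for the *SPT15* control probe sets was -4.40 in methanol vehicle replicate 1, -4.19 in esperamicin A1 replicate 3 and -3.75 in calicheamicin replicate 2.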

Care was taken in these studies to control the conditions of the treatments, including cytotoxicity (doses producing ~20–25% lethality; [see Additional files 3 and 4]), exposure time (15 min for all chemicals; for γ-radiation, cells were incubated for 13 min at ambient temperature following the ~2 min irradiation), and exposure temperature (ambient temperature for all exposures). The reproducibility of the dose-lethality relationships of the agents is indicated by the highly similar concentrations of calicheamicin and neocarzinostatin producing 20–25% lethality in the DBY747 strain employed for these studies and in another strain, BY4741: 1–1.4 nM *vs*. 0.8–1 nM for calicheamicin, and 3.3–4.2 nM *vs*. 2–3 nM for neocarzinostatin, respectively [see Additional files 3 and 4]. Statistically significant transcriptional changes were determined for treated cells *versus *untreated (water or methanol vehicle for irradiated and enediyne-treated cells, respectively) using local pooled error analysis with a correction for false discovery rate (Table 2). 

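Irradiated cells differed from mock-irradiated cells in 51 genes, of which 26 were higher and 25 lower. The largest rise was in *RNR3*, which encodes a DNA damage-inducible large subunit of ribonucleotide reductase. Its intensity was 901 ± 94.2 (SD, n = 3) after γ-radiation and 74.0 ± 20.1 (SD, n = 3) after mock irradiation, a log2 fold change of 3.64 (standard error 0.28, adjusted p = 1.6e-06 from limma). Next came *PLM2* (1.82), *HUG1* (1.72), which is induced through the Mec1 checkpoint, the glutathione transferase gene *GTT1* (1.45) and *RFA2* (1.41), which encodes a subunit of replication protein A. The largest falls were in *EGT2* (-2.21), which acts when daughter cells separate, *YNL058C* (-2.13), a gene of unknown function, and *AIM20* (-1.84). None of the genes passed the test for an enediyne: limma called 0 genes for calicheamicin, 0 for esperamicin A1 and 0 for neocarzinostatin, with 220, 207 and 464 genes at an unadjusted p under 0.05, against 492 for γ-radiation. If no gene changed, 282.8 of the 5656 genes would be expected under that p in each comparison. The local pooled error test called 4, 4 and 8 genes for the enediynes and 35 for γ-radiation. The 3 treated arrays did not overlap the 3 control arrays in 9.28% of genes for calicheamicin, 7.07% for esperamicin A1, 11.5% for neocarzinostatin and 14.7% for γ-radiation, where chance gives 10%. The γ-radiation count was 23 without γ-radiation replicate 2, 17 in a fit of the γ-radiation and mock-irradiation arrays alone and 129 with the replicate number as a block within each control family, a fit chosen after the data were examined. With all 6 control arrays as the control, the counts were 176 for γ-radiation, 68 for esperamicin A1 and 44 for neocarzinostatin. That control brings part of the difference between methanol vehicle and mock irradiation, called for 491 genes, into each effect. The sign of this part is opposite for the enediynes and γ-radiation.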

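The local pooled error test called *RDN5-1*, a 5S ribosomal RNA gene, as lower with calicheamicin (-1.30), esperamicin A1 (-1.67) and neocarzinostatin (-1.01) on the log2 scale, 3 comparisons that share the methanol vehicle arrays, and as higher with γ-radiation (0.62), as was *RDN5-3* (1.19). By the same test *NOP56*, which encodes a nucleolar protein of small nucleolar ribonucleoproteins, was higher with calicheamicin (1.27) and neocarzinostatin (1.04). *HSP30*, a plasma membrane heat shock gene, was higher with neocarzinostatin (1.32), and *HAP1*, which encodes a heme-responsive transcription factor, was lower (-1.38). *BSC1* (-1.34) and *RPL37B* (-1.04), a ribosomal protein gene, were lower with esperamicin A1. These genes were named after their values were seen. The paper primed cDNA with an oligo(dT) primer, and whether array signals of 5S ribosomal RNA genes follow their level was not examined. In simulated data with 200 changed genes, the local pooled error test made 33 false calls for γ-radiation and 26 for calicheamicin, against limma's 13 and 18. Over the 4 comparisons, limma called 51 genes and the local pooled error test 47, of which 22 were called by both. None of the genes named here passed limma's test in the fit of all 18 arrays without a block, in which the smallest adjusted p of any gene was 0.923 for calicheamicin, 0.803 for esperamicin A1 and 0.266 for neocarzinostatin. With the replicate number as a block within each control family, a fit chosen after the data were examined, neocarzinostatin gave 3 genes: *HAP1* (-1.38, adjusted p = 0.0951), *DXO1* (-1.08, adjusted p = 0.0188) and *CIP1*, which rose (1.49, adjusted p = 0.0951). Esperamicin A1 gave 7 genes without methanol vehicle replicate 1, among them *BSC1* (-2.10, adjusted p = 0.0830), 3 without its own replicate 1 and 2 without its own replicate 3. Its arrays had actin 5' minus 3' differences of -2.34 to -1.53, against -0.97 and -0.77 in methanol vehicle replicates 2 and 3. RNA quality and treatment thus cannot be told apart for the 7 genes. Calicheamicin gave 1 gene without methanol vehicle replicate 2 or 3, and neocarzinostatin 1 without methanol vehicle replicate 2. The count over all comparisons was 23 without γ-radiation replicate 2, 132 with that block and 257 with all 6 control arrays as the control.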

The stringent selection criteria for gene expression change (see Methods) identified changes in 225 ORFs (~4% of the genome) across all experiments. Hierarchical cluster analysis displays the similarities and differences between the expression profiles of the enediyne and γ-radiation treated *S. cerevisiae *(Figure 2A). 

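*CIP1*, which encodes an inhibitor of the cyclin-dependent kinase, had the smallest p for the mean of the enediynes and is named after its values were seen. Its log2 fold change was 0.91 with calicheamicin, 0.58 with esperamicin A1, 1.49 with neocarzinostatin and 0.06 with γ-radiation. *RPL28*, which encodes a protein of the large ribosomal subunit, had log2 fold changes of -0.64, -0.39 and -0.58 with the enediynes and -0.12 with γ-radiation. *RFA2* had 0.47, 0.74 and 0.62 with the enediynes. The mean enediyne changes of *CIP1*, *RPL28* and *RFA2* did not pass limma's test (adjusted p = 0.817 for each), and neither did that of any other gene, with 0 genes called and 324 at an unadjusted p under 0.05. Across the 5656 genes, Pearson's r was 0.69 between calicheamicin and neocarzinostatin, 0.47 between calicheamicin and esperamicin A1 and 0.42 between esperamicin A1 and neocarzinostatin, and Spearman's rho was 0.66, 0.46 and 0.41. Between γ-radiation and each enediyne r was 0.03 to 0.04. Genes are not independent replicates, so no p is given for these 6 pairs. The enediynes share their methanol vehicle arrays, and 100 simulations of unchanged groups with shared controls gave a mean r of 0.50 for each pair of enediynes. The covariance was higher than in the simulations by 0.0150 for calicheamicin with neocarzinostatin, and differed by -0.0032 and -0.0030 for the other two pairs. The simulations gave every group the same spread and independent arrays. An array's mean correlation with its group was 0.958 to 0.975 for methanol vehicle and 0.982 to 0.992 for the enediynes. The simulations therefore do not settle whether the excess of 0.0150 is a shared response. The 3 methanol vehicle arrays are too few to give each enediyne replicated controls of its own. Over the 51 called genes, clustering joined calicheamicin and neocarzinostatin first (r = 0.60), then esperamicin A1 and last γ-radiation. The mean r of γ-radiation with the enediynes over the called genes was 0.28, and -0.33 with all 6 control arrays as the control, 0.02 without methanol vehicle replicate 3, 0.07 without its replicate 2, and 0.15 without replicate 1 of esperamicin A1 or of neocarzinostatin. That between enediynes was 0.55, and 0.84 with all 6 control arrays, 0.88 without methanol vehicle replicate 2 and 0.88 without replicate 3. With all 6 control arrays the difference between the controls enters every enediyne effect alike and the γ-radiation effect with the opposite sign. For the mean of the enediynes 2 genes were called without methanol vehicle replicate 2 and 1 without replicate 3.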

The highest similarities in expression responses were seen for the three enediyne treatments, which showed more similarity to each other than to γ-radiation as visualized in the dendrogram in the hierarchical cluster (Figure 2A). The difference between the response of the enediynes and γ-radiation was also identified using principal component analysis (PCA) with the highest similarity found between the responses of the enediynes, which clustered separately from γ-radiation (Figure 2B). 

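*SWI5*, which encodes a transcription factor of late mitosis, fell with γ-radiation (adjusted p = 4.1e-04 from limma), at intensities of 3.35 ± 0.211 (SD, n = 3) after γ-radiation and 8.60 ± 1.57 (SD, n = 3) after mock irradiation. These lie below the array medians of 15.3 to 16.8 and were not tested against background, and with methanol vehicle the intensity was already 4.07 ± 0.652 (SD, n = 3). *HUG1* had log2 fold changes of -0.13, -0.19 and 0.19 with the enediynes. *HOF1*, a gene of cytokinesis, fell with γ-radiation (-1.64, adjusted p = 0.00966 from limma) and had 0.24, 0.09 and 0.13 with the enediynes. In a principal component analysis of the log2 fold changes of the 51 called genes with the 4 agents as observations, the first component held 96.9% of the variance and the second 1.95%. γ-radiation scored 6.46 on the first component, calicheamicin -2.59, esperamicin A1 -1.95 and neocarzinostatin -1.92. All 51 genes were called for γ-radiation, so the set is chosen on 1 of the 4 agents. Over all 5656 genes the first component held 63.1% and the second 23.7%.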

PCA showed that the largest percentage of variability within the dataset (58.2%) was attributable to treatment effect (Figure 2B). 

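Calicheamicin and esperamicin A1 share a bicyclic enediyne core that is activated through an allylic trisulfide, and the chromophore of neocarzinostatin has a different core that carries an epoxide. *RNR4*, which encodes a small subunit of ribonucleotide reductase, had a difference between esperamicin A1 and neocarzinostatin of -0.60 on the log2 scale (95% interval -0.94 to -0.25, adjusted p = 0.569 from limma). For *CIP1* the difference between these compounds was -0.91 (-1.53 to -0.29, adjusted p = 0.578 from limma). For *RNR3* it was, between calicheamicin and neocarzinostatin, -0.82 (-1.42 to -0.22, adjusted p = 0.999 from limma) and, between calicheamicin and esperamicin A1, -0.48 (-1.08 to 0.12). The *DUN1* difference between calicheamicin and esperamicin A1 was -0.18 (-0.48 to 0.12). No gene passed in the direct comparison of any pair: limma called 0 genes for calicheamicin against esperamicin A1, 0 for calicheamicin against neocarzinostatin and 0 for esperamicin A1 against neocarzinostatin, with 201, 172 and 414 genes at an unadjusted p under 0.05. The 95% interval of the difference lay inside a 2-fold change for 5265, 5396 and 5191 of the 5656 genes, and inside a 1.5-fold change for 3040, 3123 and 2763. The doses in nM differ between the compounds, so these are not comparisons at a matched dose. In fits of the compared groups alone 3 genes passed, and 4 did without replicate 1 of esperamicin A1.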

Although *S. cerevisiae *treated with the enediynes did show highly similar responses in genome-wide modulation relative to γ-radiation, there were minor differences within the responses induced by neocarzinostatin, calicheamicin and esperamicin. These differences influence the presence of the subdendrogram generated via hierarchical cluster analysis within the enediynes (Figure 2A), as well as the principal component analysis where neocarzinostatin response differs moderately from that of calicheamicin and esperamicin (Figure 2B). Although these minor differences exist within the response to enediyne treatment, the overall responses were highly similar to each other and strikingly different to that of γ-radiation.

### Common and unique responses of *S. cerevisiae *upon exposure to enediynes or γ-radiation

As shown in Figure 3, comparisons of the gene expression responses of the collective enediynes to γ-radiation identify four primary sectors: (I) those that were similarly induced upon exposure to enediynes and γ-radiation; (II) those that were induced upon exposure to γ-radiation but repressed upon exposure to enediynes; (III) those that were similarly repressed upon exposure to enediynes and γ-radiation; and (IV) those that were repressed upon exposure to γ-radiation and induced by enediynes (Figure 3). Gene Ontology enrichment analysis identified biological processes significantly enriched within each of these four sectors (Figure 3 and [see Additional file 1]). In general, the absolute fold change of the enediyne treatment was lower than fold changes observed with γ-radiation. 

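The histone chaperone gene *ASF1* rose by 1.07 on the log2 scale with γ-radiation (standard error 0.19, adjusted p = 0.00966 from limma), and its mean enediyne change was 0.17 (standard error 0.16, adjusted p = 0.907). *RFA1*, which encodes the largest subunit of replication protein A, rose by 1.26 with γ-radiation and had a mean enediyne change of 0.09. *CDC20*, an activator of the anaphase-promoting complex, had log2 fold changes of -1.17 with γ-radiation, where it fell, and -0.06 with the mean of the enediynes. Over the 51 called genes, the median absolute log2 fold change was 1.00 with γ-radiation, 0.13 with calicheamicin, 0.13 with esperamicin A1, 0.14 with neocarzinostatin and 0.09 with their mean, and the γ-radiation change was the larger in 51 of 51 genes. These genes were all chosen by their γ-radiation change. Over all 5656 genes the medians were 0.16 with γ-radiation, 0.15 with calicheamicin, 0.13 with esperamicin A1 and 0.16 with neocarzinostatin, and the γ-radiation change was the larger in 3000, 3171 and 2829 genes, respectively. With all 6 control arrays as the control, the medians over the genes then called were 0.72 for γ-radiation and 0.37 for the mean of the enediynes. The median of the mean enediyne change over the called genes was 0.19 without methanol vehicle replicate 2, 0.17 without replicate 3, 0.15 without replicate 1 and 0.15 without mock irradiation replicate 3. That of γ-radiation was 1.39 without γ-radiation replicate 2.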

We hypothesize that this difference is based on the specificity of the damage generated by the enediynes *versus *the nonspecific nature of the cellular damage caused by exposure to γ-radiation.

Common responses were identified to treatment with both enediynes and γ-radiation representing 55% of the modulated transcripts (124 of 225 ORFs). 

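Of the 51 called genes, 17 were higher with γ-radiation and had a mean enediyne change above 0 (Sector I). They included genes of deoxynucleotide supply and the checkpoint, *RNR2*, *RNR3* and *DUN1*, genes of DNA replication, *RFA1*, *RFA2* and *POL1*, and genes of oxidant defense, *AHP1* and *GTT1*. *POL1*, which encodes the catalytic subunit of DNA polymerase α, rose by 0.70 on the log2 scale with γ-radiation (adjusted p = 0.0850 from limma) and had a mean enediyne change of 0.07. Another 16 genes were lower with γ-radiation and had a mean enediyne change below 0 (Sector III). Among these, the mitotic kinase gene *ALK1* (-1.05), the chitin synthase gene *CHS2* (-1.14), which acts at the septum, and *BNS1* (-0.70), a gene of mitotic exit, fell with γ-radiation, with mean enediyne changes of -0.19, -0.00 and -0.12. The direction was thus the same for 33 of 51 genes, 64.7% (95% binomial interval, exact, 50.1 to 77.6, for counting error only). That interval treats the genes as independent, although they share the same arrays, so it does not test the share against an even split. With 1 array left out at a time the share ranged from 49.0 to 76.1%. No gene was called both for γ-radiation and for the mean of the enediynes (limma, 0 genes), so the enediyne direction rests on changes that did not pass the test. Of the 47 genes called by the local pooled error test, 24 had the same direction, and of all 5656 genes 49.6% had. With all 6 control arrays as the control the share was 33.1%, where the difference between the controls enters the effects with opposite signs.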

Genes induced by both enediynes and γ-radiation (Sector I) were represented by 13 Gene Ontology categories, 7 of which are involved in DNA repair [see Additional file 1]. The most significant class enriched was that of Response to Stress (p < 3.7 × 10^-5^) and includes *MSN2, MSN4, DUN1*, and *RAD51*. 

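*MSN2* and *MSN4* encode transcription factors of the general stress response. The log2 fold change of *MSN2* was 0.02 with γ-radiation and 0.54 with the mean of the enediynes (standard error 0.21, adjusted p = 0.817 from limma), and that of *MSN4* was 0.02 and 0.46 (standard error 0.23, adjusted p = 0.817), so neither passed. *DUN1*, which encodes a kinase of the DNA damage checkpoint, had an intensity of 48.6 ± 3.96 (SD, n = 3) after γ-radiation and 24.9 ± 1.94 (SD, n = 3) after mock irradiation and rose by 0.96 on the log2 scale (standard error 0.14, adjusted p = 0.00159 from limma). Its mean enediyne change was 0.09 (adjusted p = 0.947). Of 10 measured targets of the Dun1 pathway, 6 rose with γ-radiation, none fell and 4 did not pass (7 rose when adjusted over the list alone), and the list rose as a whole (camera, adjusted p = 1.3e-22; adjusted p = 3.3e-05 with an estimated correlation). *RNR1* of this list rose too with the replicate number as a block within each control family (1.07, adjusted p = 0.00783). Of 30 genes of the general stress response, 0 passed limma's test with γ-radiation, while with the replicate number as a block within each control family, a fit chosen after the data were examined, *HSP26* (1.03, adjusted p = 0.00367), *TFS1* (0.73, adjusted p = 0.0390) and *MSC1* (0.72, adjusted p = 0.0848) rose (*TFS1* and *MSC1* are named after their values were seen). Their median log2 fold change was 0.12 (camera, adjusted p = 0.0159; adjusted p = 0.594 with an estimated correlation), and -0.14 without mock irradiation replicate 1, -0.05 without γ-radiation replicate 2 and 0.10 without γ-radiation replicate 3, none of which passed; it passed at 0.32 without mock irradiation replicate 2, 0.21 without replicate 3, 0.28 without γ-radiation replicate 1 and 0.41 with all 6 control arrays as the control, in each only with the preset correlation (adjusted p = 0.310, 0.440, 0.209 and 0.290 with an estimated correlation). With the mean of the enediynes 0 passed, the median was 0.17 (camera, adjusted p = 0.616), and without methanol vehicle replicate 1, whose actin 5' minus 3' difference was -3.59, it was 0.30 (camera, adjusted p = 0.0155; adjusted p = 0.765 with an estimated correlation), while it was -0.25 with all 6 control arrays as the control (camera, adjusted p = 0.0475; adjusted p = 0.717 with an estimated correlation). Of 13 genes of homologous recombination, 0 passed with γ-radiation (median 0.02; camera, adjusted p = 0.113) or the mean of the enediynes (median 0.09; camera, adjusted p = 0.979). Of 20 genes of excision repair, 0 passed with γ-radiation over all genes (1 rose when adjusted over the list alone, and *RAD16* with that block, 0.64, adjusted p = 0.0765), with a median of 0.10 (camera, adjusted p = 0.00405; adjusted p = 0.0877 with an estimated correlation).

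**Figure D1:**
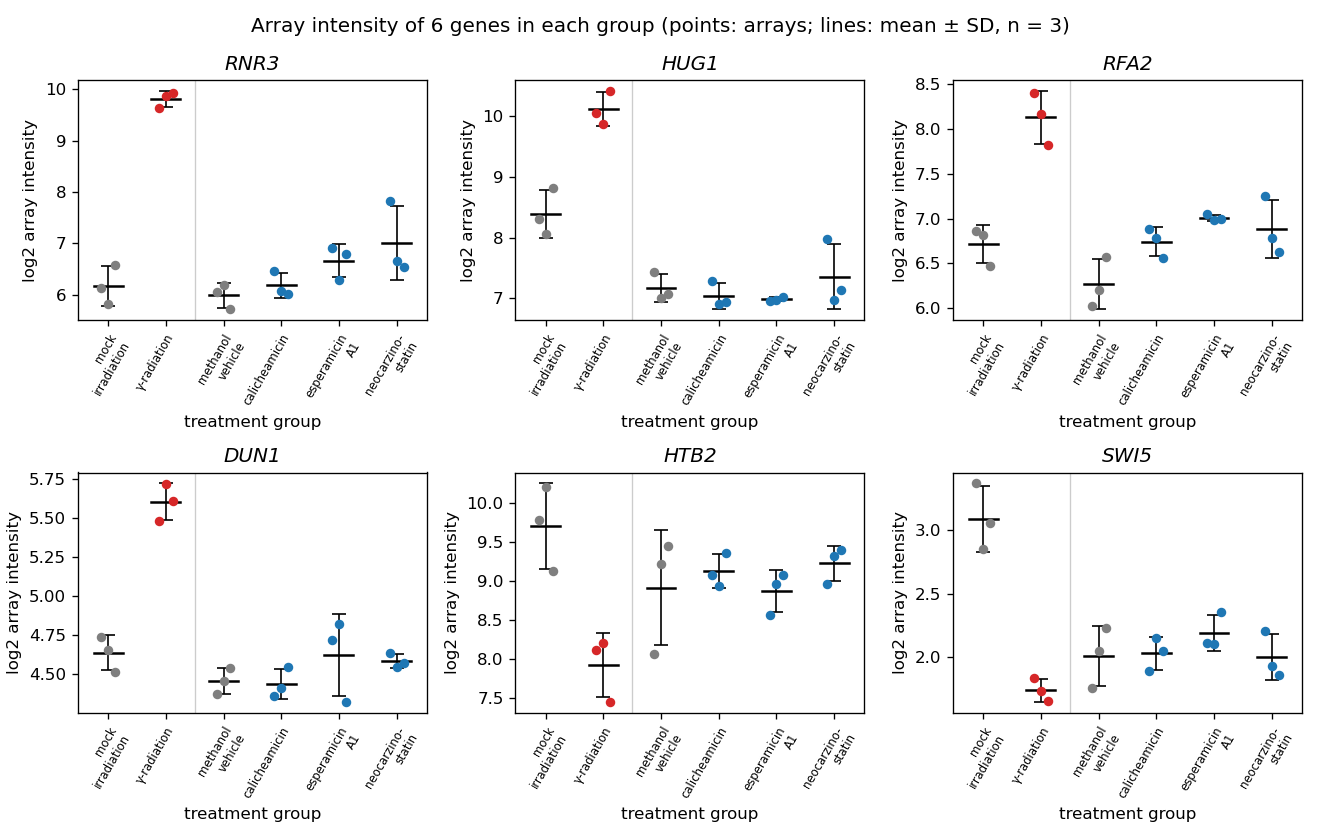
The log2 array intensity (vertical axis) of *RNR3*, *HUG1*, *RFA2*, *DUN1*, *HTB2* and *SWI5* in each treatment group (horizontal axis). Points are arrays, lines are the mean ± SD (n = 3), and a vertical line divides the mock irradiation and γ-radiation groups from the methanol vehicle and enediyne groups. For *DUN1* the 3 γ-radiation arrays lie above those of every other group, and for *HTB2* below the 3 mock irradiation arrays.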

Genes repressed by both enediynes and γ-radiation (Sector III) were represented by 31 Gene Ontology categories. Among these 31 categories, significant enrichment was seen in the Ribosomal Large Subunit Biogenesis (p < 0.006) [see Additional file 1]. 

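Ribosome biogenesis genes assemble the ribosomal subunits in the nucleolus, and 80 of them were measured. None rose or fell by limma's test with γ-radiation or with the mean of the enediynes in the fit without a block (0 genes each, also when adjusted over the list alone). With the replicate number as a block within each control family, a fit chosen after the data were examined, 6 of them fell with γ-radiation and none with the mean of the enediynes: *RRP12* (-0.74, adjusted p = 0.0141), *NOG2* (-0.72, adjusted p = 0.0245), *SDA1* (adjusted p = 0.0376), *CIC1* (adjusted p = 0.0394), *UTP20* (-0.64, adjusted p = 0.0444) and *DBP2* (-0.72, adjusted p = 0.0544). Their median log2 fold change with γ-radiation was -0.30 (camera, adjusted p = 6.2e-08; adjusted p = 0.459 with an estimated correlation), and -0.17 without mock irradiation replicate 1, -0.17 without γ-radiation replicate 2 and -0.49 without γ-radiation replicate 1. *SDA1* (-0.64, standard error 0.19), *NOP7* (-0.43, standard error 0.14) and *CIC1* (-0.65, standard error 0.22), which act on the large subunit, had the smallest p of the list (adjusted p = 0.259, 0.338 and 0.367 from limma without the block). With the mean of the enediynes the median was -0.02 (camera, adjusted p = 0.0997), and with neocarzinostatin -0.15 (camera, adjusted p = 1.6e-04; adjusted p = 0.973 with an estimated correlation). Without methanol vehicle replicate 1, the array with the lowest 5' actin signal relative to 3', the median for the mean of the enediynes was -0.18 (camera, adjusted p = 3.6e-09; adjusted p = 0.644 with an estimated correlation), and without methanol vehicle replicate 2 it was 0.09. With the preset correlation, though not with an estimated one (adjusted p = 0.933 or more with an estimated correlation), the list also passed for the mean of the enediynes without calicheamicin replicate 2 (-0.04) or 3 (-0.03), esperamicin A1 replicate 2 (-0.08) or neocarzinostatin replicate 2 (-0.06) or 3 (-0.05) and with the actin difference as a covariate (-0.10, adjusted p = 3.2e-05), and for neocarzinostatin it did not pass without its replicate 1 (0.03) or methanol vehicle replicate 2 (-0.03) or with all 6 control arrays (-0.01), and was -0.23 and -0.24 without its replicates 2 and 3, -0.31 without methanol vehicle replicate 1 and -0.08 without replicate 3. Of 81 measured genes of cytosolic ribosomal proteins, *RPL22B* fell with γ-radiation (-0.71, adjusted p = 0.0309 from limma), none rose and 80 did not pass, with a median of -0.06 (camera, adjusted p = 0.368). With the mean of the enediynes 0 passed, and the median was also -0.06 (camera, adjusted p = 1.0e-04; adjusted p = 0.742 with an estimated correlation), -0.10 without methanol vehicle replicate 2 and -0.11 with all 6 control arrays; the list did not pass without methanol vehicle replicate 3 (adjusted p = 0.0854) or with cyclic loess (adjusted p = 0.109). Of 20 subunits of RNA polymerases I and III, 0 passed with γ-radiation (median -0.18; camera, adjusted p = 0.102).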

Interestingly, both the induction of stress response genes and repression of ribosomal protein synthesis genes are two of the hallmarks of the Environmental Stress Response (ESR) in *S. cerevisiae*. The ESR was identified by Brown and colleagues where a commonly responding set of genes (~900) was modulated upon exposure to a wide variety of environmental stressors including temperature shock, hydrogen peroxide and hyper- and hypo-osmotic shock [15].

Despite the common response to treatment with enediynes and γ-radiation described above, a substantial fraction (45%) of the genomic response induced by γ-radiation was repressed by the enediynes and *vise versa *suggesting that much of the response to the enediynes is not "radiomimetic." Specifically 101 transcripts of the total 225 modulated transcripts demonstrated opposite directionality between γ-radiation and the enediynes. 

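Of the 51 called genes, 9 were higher with γ-radiation and had a mean enediyne change below 0 (Sector II), among them *RNR4*, *HUG1*, *RFA3*, the cohesin gene *SMC3* and *ERP3*, a gene of vesicle transport. Another 9 were lower with γ-radiation and had a mean enediyne change above 0 (Sector IV), among them *SWI5*, the mitotic cyclin gene *CLB1*, *HOF1*, *EGT2* and *HOM3*, the aspartate kinase gene of threonine and methionine synthesis. Together these are 18 of 51 genes, 35.3%, and none of their mean enediyne changes passed the test. Without methanol vehicle replicate 1, whose actin 5' minus 3' difference was -3.59, the mean enediyne change had the other sign in 18 of the 51 genes, among them *HUG1* (0.09), *RFA3* (0.05), *SWI5*, *HOF1* (-0.09), *EGT2* (-0.27) and *HOM3* (-0.05). The difference between the γ-radiation and mean enediyne effects was tested itself and passed for 19 genes, 10 higher and 9 lower with γ-radiation, of which 11 had opposite directions. At an unadjusted p under 0.05 there were 402 genes. For *RNR3* this difference was 3.00 on the log2 scale (standard error 0.37, adjusted p = 6.5e-04 from limma), for *HUG1* 1.76 (standard error 0.31, adjusted p = 0.0317) and for *RNR4* 1.05 (standard error 0.21, adjusted p = 0.0646). For *EGT2* it was -2.26 (standard error 0.47, adjusted p = 0.0680). *SWI5* also passed, at intensities below the array medians. The controls of *HUG1* differed, with log2 intensities of 7.01 to 7.44 with methanol vehicle and 8.05 to 8.82 with mock irradiation. The count of 19 was 48 with the replicate number as a block within each control family, a fit chosen after the data were examined. It was 4 without methanol vehicle replicate 1, where *RNR3*, *SWI5*, *AIM20* and *YNL058C* passed, 4 without mock irradiation replicate 1 and between 5 and 12 without each of 10 other arrays (calicheamicin replicates 1 to 3, neocarzinostatin replicates 2 and 3, methanol vehicle replicate 3, mock irradiation replicate 2 and γ-radiation replicates 1 to 3).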

Genes that were induced by γ-radiation but repressed by enediynes (Sector II) were enriched for 19 Gene Ontology categories [see Additional file 1]. The most significantly enriched class was Mutagenesis (p < 2 × 10^-6^) and includes *POL30 *and *CDC8*. 

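*POL30* encodes the sliding clamp PCNA and *CDC8* thymidylate kinase. The log2 fold change of *POL30* was 0.86 with γ-radiation (standard error 0.24, adjusted p = 0.172 from limma) and -0.10 with the mean of the enediynes (standard error 0.20, adjusted p = 0.956), and the difference was 0.96 (adjusted p = 0.565). For *CDC8* the values were 0.62 (standard error 0.24, adjusted p = 0.454), -0.14 (standard error 0.20, adjusted p = 0.952) and 0.76 (adjusted p = 0.697), so neither gene passed. *POL30* rose with γ-radiation with cyclic loess (adjusted p = 0.0896), without γ-radiation replicate 3 (1.05, adjusted p = 0.0883) and with the replicate number as a block within each control family, a fit chosen after the data were examined (adjusted p = 0.0141), and with that block its difference passed too (adjusted p = 0.0591). Of 10 genes of post-replication repair, which include *POL30* and the translesion polymerase gene *REV3* (0.29), 0 passed with γ-radiation over all genes by limma (1 rose when adjusted over the list alone; median 0.02; camera, adjusted p = 0.367). Of 30 genes of DNA replication, 4 rose with γ-radiation, none fell and 26 did not pass (9 rose when adjusted over the list alone, and 7 with that block, which adds *POL30*, *CDC45* and *PRI2*). The 4 were the replication protein A genes *RFA1*, *RFA2* and *RFA3* (1.10, adjusted p = 0.00966) and *POL1*. The list's median was 0.17 with γ-radiation (camera, adjusted p = 4.7e-07; adjusted p = 0.0788 with an estimated correlation), 0.05 without γ-radiation replicate 1 and 0.08 without mock irradiation replicate 3, it passed with an estimated correlation with cyclic loess (0.22, adjusted p = 0.0434) and without γ-radiation replicate 2 (0.22, adjusted p = 0.0381), and it was 0.01 with the mean of the enediynes (camera, adjusted p = 0.986), where 0 of the 30 genes passed over all genes and 1 rose when adjusted over the list alone. The difference between the effects passed for *RFA3* (1.27, adjusted p = 0.0646) and *RFA1* (1.17, adjusted p = 0.0646).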

The final class included transcripts repressed upon exposure to γ-radiation and induced by enediynes (Sector IV). 

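Histone H2B is encoded by *HTB1* and *HTB2*. The intensity of *HTB2* was 249 ± 64.9 (SD, n = 3) after γ-radiation and 874 ± 313 (SD, n = 3) after mock irradiation, and it fell by 1.78 on the log2 scale (standard error 0.32, adjusted p = 0.00966 from limma). *HTB1* fell by 1.59 (standard error 0.30, adjusted p = 0.0134). With the mean of the enediynes the changes were 0.16 for *HTB2* (standard error 0.26, adjusted p = 0.955) and -0.00 for *HTB1*, and without methanol vehicle replicate 1, whose actin 5' minus 3' difference was -3.59, they were -0.26 and -0.37. Between the effects the difference passed for *HTB2* (-1.94, adjusted p = 0.0680) but not without that array (-1.52, adjusted p = 0.157), and for *HTB1* it passed with the replicate number as a block within each control family (-1.58, adjusted p = 0.00719), a fit chosen after the data were examined. Of 10 histone genes listed, 4 have a probe set of their own: *HTB1* and *HTB2* fell with γ-radiation, and *HTZ1* (-0.63), which encodes a variant of histone H2A, and the linker histone gene *HHO1* (0.14) did not pass (3 fell when adjusted over the list alone). Their median was -1.11 with γ-radiation (camera, adjusted p = 8.9e-05; adjusted p = 0.0877 with an estimated correlation), -0.70 with all 6 control arrays as the control, and 0.27 with the mean of the enediynes (camera, adjusted p = 0.916). Of 12 genes of chromatin assembly, *ASF1* rose with γ-radiation, none fell and 11 did not pass (2 rose when adjusted over the list alone, and 2 with that block, which adds *CAC2*), and the median was 0.10 (camera, adjusted p = 0.00373; adjusted p = 0.0877 with an estimated correlation). None of the 12 passed limma's test with the mean of the enediynes (0 genes). The other histone genes of the list share probe sets with further genes and are not named.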

A significantly enriched Gene Ontology class includes Chromatin Assembly/Disassembly (p < 0.0007) including *HTB2, HHT1*, and *HHT2 *[see Additional file 1].

### Regression analysis identified gene induction that associates with double-strand or single-strand damage

Using the various proportions of single- and double-strand deoxyribose oxidation data shown in Table 1, we performed regression analysis of gene expression responses to treatment with each of the enediynes and γ-radiation. The results identified 55 ORFs with transcriptional induction that associates either with double-strand or single-strand damage (Figure 4A and 4B, respectively). 

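A contrast of the 4 agent effects, weighted by the percent of damage that is double-stranded, passed limma's test for *RNR3* and *YNL058C* and for no other gene. The log2 fold change of *RNR3* moved by -0.0277 per percent of double-strand deoxyribose oxidation (adjusted p = 0.00233 from limma) and that of *YNL058C* by 0.0147 (adjusted p = 0.00911). For direct double-strand breaks the slope was -0.0425 for *RNR3* (adjusted p = 0.00928) and 0.0216 for *YNL058C* (adjusted p = 0.0545). At an unadjusted p under 0.05 there were 217 genes for direct breaks and 244 for total oxidation, where chance gives 282.8. The percents for direct breaks and total oxidation were 50 and 96 for calicheamicin, 14.3 and 31.2 for neocarzinostatin, 4 and 22.7 for esperamicin A1 and, at the middle of the range of ratios in Table 1, 1.46 and 1.46 for γ-radiation. With the enediynes alone, which share their control, limma called 0 genes for either slope. A change with γ-radiation alone also gives a slope, so the slopes over the 4 agents do not by themselves show a graded response. Under the rule of an R2 above 0.6 for direct breaks and above 0.8 for total oxidation, 0 of the 51 called genes passed. These genes were all chosen by their γ-radiation change, and each of the 6 orders of the percents with γ-radiation lowest gave 0. Over all 5656 genes the rule was met by 429, of which 220 had a positive and 209 a negative slope on the double-strand share. Of the 24 orders of the percents over the agents, 14 gave as many, and the highest gave 1430. For direct breaks the count of 2 genes was 0 without calicheamicin replicate 2 or 3, 7 with the replicate number as a block within each control family, and 1 without each of 8 other arrays (esperamicin A1 replicate 1, methanol vehicle replicates 1 to 3, mock irradiation replicates 1 and 3 and γ-radiation replicates 1 and 2). For total oxidation it was 1 without calicheamicin replicate 2, 4 without methanol vehicle replicate 2 or γ-radiation replicate 3 and 15 with that block.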

As shown in Table 3, positive association was identified with 29 ORFs demonstrating elevated expression in response to double-strand lesions and 27 ORFS with elevated expression in response to single-strand lesions (Table 3). 

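For *DUN1* the R2 of the 4 log2 fold changes was 0.39 on direct breaks and 0.53 on total deoxyribose oxidation. For *RNR2*, which encodes the main small subunit of ribonucleotide reductase, it was 0.39 and 0.52, for *RFA2* 0.47 and 0.60, for *AMN1*, an inhibitor of mitotic exit, 0.41 and 0.52, and for *MOB1*, a gene of the mitotic exit network, 0.50 and 0.65. The ribosomal protein gene *RPS25A* had 0.95 and 0.94, with log2 fold changes of -0.47 with calicheamicin, -0.27 with neocarzinostatin, -0.14 with esperamicin A1 and -0.09 with γ-radiation, none of which passed limma's test. The median over the 51 called genes was 0.281 for direct breaks and 0.408 for total oxidation, and over all 5656 genes 0.215 and 0.260. Each R2 rests on 4 values, and the difference between the R2 values was not tested. A change with γ-radiation alone has an R2 of 0.23 on direct breaks and 0.35 on total oxidation, so the percents partly fix which is higher.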

While these correlations are significant (r^2 ^> 0.6) for direct strand breaks, the correlation increases substantially when total deoxyribose oxidation is considered (r^2 ^> 0.8; Table 3). The distinction between direct strand breaks and total deoxyribose oxidation involves the formation of oxidized abasic sites by γ-radiation and the enediynes. These lesions consist of the 2'-deoxyribonolactone and 2-deoxypentose-4-ulose derived from 1'- and 4'-oxidation of deoxyribose in DNA, respectively, and are present in more than 75% of calicheamicin- and neocarzinostatin-induced double-strand lesions DNA damage [12]. The abasic sites are not taken into account in most studies of "strand break" formation by oxidizing agents (*e.g*., see ref. [16]. Indeed, the 1:3 ratio of direct double- to single-strand breaks observed by Hammersten and coworkers for calicheamicin-induced damage in cells [16] is similar to the 1:1 to 1:2 ratio for direct breaks that they and others observed in plasmid DNA *in vitro *[12,16-18]. Hydrolysis of the abasic sites dramatically shifts the ratio of lesions toward double-strand breaks, as shown in Table 1. The abasic sites are DNA lesions that cause significant distortion of the DNA helix, so they may indeed be recognized by proteins involved in the detection of double-strand DNA lesions, as suggested by the stronger correlation observed for total deoxyribose oxidation than for direct strand breaks (Table 3), an hypothesis that warrants further study.

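Of 29 genes of the oxidative stress response, 3 rose with γ-radiation, 1 fell and 25 did not pass (7 rose and 1 fell when adjusted over the list alone). With the replicate number as a block within each control family, a fit chosen after the data were examined, 6 rose and 1 fell, which adds *MXR2*, *GPX2* (1.29, adjusted p = 0.0402) and *SOD1* (0.82, adjusted p = 0.0500). The thioredoxin peroxidase gene *AHP1* rose by 1.16 on the log2 scale (standard error 0.19, adjusted p = 0.00457 from limma), *GTT1* rose, and the glutathione peroxidase gene *HYR1* rose by 0.76 (adjusted p = 0.0812). *OYE2*, which encodes an NADPH oxidoreductase, fell by 0.60 (adjusted p = 0.0287). The list rose as a whole with a median of 0.33 (camera, adjusted p = 5.6e-10; adjusted p = 0.0237 with an estimated correlation), and with an estimated correlation it did not pass without mock irradiation replicate 3 (adjusted p = 0.0808) or with all 6 control arrays as the control (adjusted p = 0.142). The methionine sulfoxide reductase gene *MXR2* (*YCL033C*; 0.95, adjusted p = 0.335), the metallothionein gene *CRS5* (1.09, adjusted p = 0.386) and the small heat shock gene *HSP26* (1.03, adjusted p = 0.548) did not pass without a block, and with it they rose (adjusted p = 0.0239, 0.00303 and 0.00367). *CRS5* also rose without mock irradiation replicate 3 (1.61, adjusted p = 0.0339), and *CRS5* and *HSP26* with all 6 control arrays as the control (1.19 and 1.55, adjusted p = 0.0713 and 0.0559). The pooled control brings part of the difference between methanol vehicle and mock irradiation into these effects. None of the 29 genes passed limma's test with the mean of the enediynes (0 genes). The difference between the γ-radiation and mean enediyne effects passed for *GTT1* (1.37, adjusted p = 0.0787) and *AHP1* (1.10, adjusted p = 0.0977), and for the list it had a median of 0.26 (camera, adjusted p = 1.1e-06; adjusted p = 0.0782 with an estimated correlation). The controls of the comparisons differed in the same genes: with methanol vehicle *AHP1* was 1.33 (adjusted p = 0.00101) and *GTT1* 1.32 (adjusted p = 0.00362) relative to mock irradiation. Of 20 heat shock chaperone genes, 0 passed with γ-radiation (median -0.06; camera, adjusted p = 0.946).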

Interestingly, ORFs with regulatory association with single-strand breaks show an enrichment of gene ontology categories including Response to Stress (*HSP26, YCL033C, DUN1, RAD51, HYR1, ASF1, AHP1, CRS5*), and DNA replication (*POL1, RFA2*) [see Additional file 2]. Within this single-strand break associated gene set there is an enrichment of genes belonging to the "DNA damage signature" in *S. cerevisiae *including *DUN1*, *RAD51*, *RNR2*, and *YBR070C*. 

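The paper gives the DNA damage signature as 9 genes and names 7, of which 6 were measured, and 4 of these rose with γ-radiation, none fell and 2 did not pass (4 rose when adjusted over the list alone). Beside *DUN1*, *RNR2* rose by 1.10 on the log2 scale (standard error 0.14, adjusted p = 6.4e-04 from limma), *ALG14* (*YBR070C*), which encodes a subunit of an enzyme of protein N-glycosylation, by 1.13 (standard error 0.23, adjusted p = 0.0202) and *RNR4* by 0.78 (standard error 0.16, adjusted p = 0.0309). *RAD54*, a gene of homologous recombination, had 0.48 (adjusted p = 0.639) and *FMP52* (*YER004W*) 0.52 (adjusted p = 0.474), and *FMP52* rose with all 6 control arrays as the control (0.63, adjusted p = 0.0838). The pooled control brings part of the difference between methanol vehicle and mock irradiation into that value. The list rose with γ-radiation with a median of 0.87 (camera, adjusted p = 1.0e-13; adjusted p = 9.3e-05 with an estimated correlation), and had a median of 0.01 with the mean of the enediynes (camera, adjusted p = 0.924, in the downward direction). The difference between the effects passed for *RNR2* (0.88, adjusted p = 0.0680), *DUN1* (0.87, adjusted p = 0.0680) and *RNR4*, with a median over the list of 0.88 (camera, adjusted p = 7.8e-12; adjusted p = 1.8e-04 with an estimated correlation). With the replicate number as a block within each control family, a fit chosen after the data were examined, *ALG14* passed too (1.20, adjusted p = 0.0177). The slope of the list on the percent of double-strand oxidation was negative, with a median of -0.00742 per percent (camera, adjusted p = 1.4e-11; adjusted p = 2.1e-04 with an estimated correlation). All 6 genes had their highest log2 fold change with γ-radiation, the agent with the lowest percent, and 4 of the 6 had a negative slope over the enediynes alone. A rise with γ-radiation alone gives a negative slope, so this slope is not separate evidence of a graded response. *RAD54* met the regression rule (R2 of 0.98 for direct breaks and 0.95 for total oxidation). Over all genes the 209 that met the rule with single-strand damage held 1 of the 6 measured signature genes (Fisher's exact test, two-sided, p = 0.202), a test of part of the signature. No called gene met the rule, so enrichment among the called genes cannot be tested. From the signature genes in its single-strand set, the paper states that activation of the signature is specific to single-strand damage.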

The DNA damage signature, identified by Brown and colleagues, includes nine genes: the DNA damage repair genes *RAD51 *and *RAD54*, ribonucleotide reductase subunits *RNR2 *and *RNR4*, DNA damage activated kinase *DUN1*, and uncharacterized genes *YER004W *and *YBR070C *[1]. The "DNA damage" signature was identified by comparing expression programs in *S. cerevisiae *that were modulated by a range of environmental stresses including heat shock, oxidative stress, reductive stress, osmotic shock and amino acid starvation to those elicited specifically by DNA damage induced by the alkylating agent methylmethane sulfonate (MMS) and ionizing radiation (γ-radiation) [1,15]. Although it is not surprising that here we identify the DNA damage signature gene set as associated with γ-radiation (as this gene set was characterized in response to γ-radiation), it is noteworthy that there is a specificity of the activation of the DNA damage signature gene set to single-strand damage.

The induction of the DNA damage signature gene set was muted in cells deficient for the ATR homolog, *mec1*, as well as cells deficient for *dun1*, which indicates these genes are downstream and targets for the Mec1 pathway [1]. In contrast to the single-strand break associated gene set, genes associated with double-strand damage are enriched for gene ontology categories that include cell cycle regulation [see Additional file 2]. 

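Of 16 genes of the G2/M transition, 7 fell with γ-radiation, none rose and 9 did not pass (9 fell when adjusted over the list alone). They were *SWI5*, *CDC20* (adjusted p = 0.00940 from limma), *HOF1*, *CLB1* (-1.08, standard error 0.21, adjusted p = 0.0167), *ALK1*, *MOB1* (-0.69, adjusted p = 0.0850) and *SPO12* (-0.66, adjusted p = 0.0997), a gene of mitotic exit. The list fell with a median of -0.64 (camera, adjusted p = 4.6e-15; adjusted p = 0.0235 with an estimated correlation), and the median was -0.37 without mock irradiation replicate 1. With all 6 control arrays as the control the list did not pass with an estimated correlation (adjusted p = 0.0861 with an estimated correlation). *SWI5*, *ALK1* and *SPO12* have mean intensities below the array medians in both groups and were not tested against background. Of 15 daughter cell separation genes, *EGT2* (adjusted p = 0.00457) and *AMN1* (-0.75, adjusted p = 0.0701) fell, none rose and 13 did not pass (7 fell when adjusted over the list alone), with a median of -0.60 (camera, adjusted p = 1.5e-08; adjusted p = 0.0788 with an estimated correlation). With an estimated correlation this list passed with all 6 control arrays (-0.83, adjusted p = 0.0274), with the actin difference as a covariate (-0.61, adjusted p = 0.0306) and without mock irradiation replicate 2 (-0.70, adjusted p = 0.0442). The first of these brings part of the difference between the controls into the effect. With the replicate number as a block within each control family, a fit chosen after the data were examined, *SCW11* (-0.73, adjusted p = 0.0273) and *ASH1* (-0.85, adjusted p = 0.0584) fell too. The same block added *CDC5* (-0.62, adjusted p = 0.0856) and *FKH1* (-0.69, adjusted p = 0.0163) to the G2/M genes that fell. Of 15 G1/S genes, 0 passed limma's test without the block, and *RNR1* rose with it (1.07, adjusted p = 0.00783), with a median of -0.14 (camera, adjusted p = 0.918). No gene of these lists passed with the mean of the enediynes, and the G2/M median was 0.02, with a camera test in the downward direction. The difference between the effects passed for *SWI5* and *HOF1* (-1.79, adjusted p = 0.0680) of the G2/M genes, and with the block also for *CDC20* (-1.10, adjusted p = 0.0544) and *CLB1* (-1.13, adjusted p = 0.0508), with a list median of -0.66 (camera, adjusted p = 1.6e-10; adjusted p = 0.0778 with an estimated correlation). The vehicle controls differed in these genes too: relative to mock irradiation *CLB1* was -1.02 (adjusted p = 0.00902) with methanol vehicle, and *AMN1* was 1.18 (adjusted p = 0.00123).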

Interestingly, no DNA repair or stress responses categories were significantly enriched within this gene set. These results suggest that there is differential genomic modulation in response to single-strand or double-strand DNA damage in *S. cerevisiae *(Figure 5).

### Comparisons with published studies of enediyne-induced changes in gene expression

Expression profiling experiments have been performed using calicheamicin [13] and neocarzinostatin [14]. Several major experimental differences make it impossible to directly compare the data generated here with those of the published studies. The calicheamicin studies performed by Schaus *et al*. employed the YPH500α strain of *S. cerevisiae *and significantly higher (8–80 nM) drug concentrations [13], while the neocarzinostatin studies of Watanabe *et al*. [14] utilized strain BY4741 and the holoantibiotic form of the drug (DNA-cleaving chromophore bound to 17,000 Da apo-protein; see ref. [11]). In addition to the absence of publicly available expression data sets for these studies, neither reported any measure of enediyne-induced cytotoxicity or other biological response that could be used to normalize the resulting transcriptional data.

## Conclusion

Genome-wide expression profiling in *S. cerevisiae *has resulted in the understanding that a robust response is mounted upon exposure to agents that damage DNA. Here we discern the components of the transcriptional response of *S. cerevisiae *that are specifically due to particular types of DNA damage, namely that of single- or double-strand DNA damage arising from deoxyribose oxidation. These studies were conducted with a panel of three DNA-selective enediyne antibiotics (calicheamicin γ_1_^I^, esperamicin A1 and neocarzinostatin) that produce different proportions of double- and single-strand deoxyribose damage in DNA, with genome-wide responses compared to those induced by the non-selective γ-radiation. We find at doses producing similar toxicity, exposure to non-selective γ-radiation results in more extensive reprogramming of the *S. cerevisiae *transcriptome than exposure to each of the three enediynes. The extensive response to γ-radiation may reflect the non-specific nature of the oxidative attack on DNA (base and sugar), lipids, carbohydrates, proteins and small metabolites in cells. A striking finding is that only a modest fraction of the response upon exposure to γ-radiation was mimicked by treatment with the enediynes. We find that, in response to DNA strand breaks induced by both the non-selective and selective agents, yeast induce genes involved in DNA repair and stress response and repress genes encoding for ribosomal biogenesis. We also identify that the DNA damage signature in *S. cerevisiae *is more closely associated with single-strand breaks in DNA, than with double-strand breaks.

## Methods

### Yeast strains, culture, and reagents

*Saccharomyces cerevisiae *strain DBY747 (*MAT*a, *his3*Δ1, *leu2*Δ112, *ura3*Δ52, *trp1*Δ289a gals, Can1, CUPr) was used in this study. Enediynes were used as methanolic stocks and obtained as follows: Calicheamicin was obtained from Wyeth Research (Cambridge, MA), neocarzinostatin was obtained from Kayaku Co. Ltd. (Tokyo, Japan; no longer available; currently produced by Sigma Chemical Company, St. Louis, MO), esperamicin A1 was obtained from Bristol Myers Squibb (Wallingford, CT; no longer available). The neocarzinostatin chromophore was isolated by methanol extraction and the concentration determined as described elsewhere [19]. Cells were grown and maintained in YPD (10 g yeast extract, 20 g peptone, 20 g dextrose, 20 g agar per liter). As shown in [Additional file 3], samples of the DBY747 WT strain were grown to mid-log phase and treated with doses of agents determined to produce ~20–25% lethality following a 15 min exposure: calicheamicin (1 nM), neocarzinostatin (4 nM), esperamicin A1 (3 nM), and γ-radiation (210 Gy delivered at 105 Gy/min in a ^60^Co source with 13 min post-irradiation incubation at ambient temperature). Similar studies were performed with the BY4741 strain, with similar results [see Additional file 4]. All exposures were performed at ambient temperature under identical conditions of light and temperature, and cells were snap frozen in liquid nitrogen immediately after the 15 min exposure period.

### RNA preparation/cRNA synthesis

Total RNA was extracted from pelleted cells using a hot phenol protocol [20] that has been used successfully in previous expression profiling studies [5,9,10], including one with calicheamicin [14]. AE buffered phenol (50 mM sodium acetate pH 5.3, 10 mM EDTA, pH 8.0) was utilized. RNA was precipitated from the aqueous phase of the phenol extraction. Labeled cRNA was generated as follows. Total RNA was converted into single-stranded cDNA using a modified oligo(dT) primer with a 5' T7 RNA polymerase promoter sequence and reverse transcriptase (SuperScript II RT, Gibco). Double-stranded cDNA was generated using DNA polymerase and DNA ligase (Invitrogen Life Technologies) and purified. Biotin-labeled cRNA was generated using *in vitro *transcription with T7 RNA polymerase (ENZO BioArray HighYield RNA transcript Labeling Kit, Affymetrix, CA). Reactions were carried out for 5 h at 37°C and cRNA was purified using RNeasy spin columns (Qiagen, CA). cRNA was quantified at UV_260 _and 15 μg of RNA was fragmented randomly using (200 mM Tris-Acetate, 500 mM potassium acetate, 150 mM magnesium acetate) at 94°C for 35 min.

### GeneChip^® ^hybridizations and image analysis

Hybridizations were performed as follows. Fragmented cRNA was hybridized to GeneChip^® ^(YG-S98, Affymetrix, CA) at a concentration of 0.05 μg/μl in 200 μl of Affymetrix buffer (100 mM MES, 1 M NaCl, 20 mM EDTA, 0.01% Tween 20) with GeneChip^® ^eukaryotic hybridization controls (GeneChip^® ^Eukaryotic Hybridization Controls Kit, Affymetrix, CA) in the presence of 0.1 mg/ml herring sperm DNA and 0.5 mg/ml acetylated BSA at 40°C for 16 h with constant rotation. Arrays were rinsed after hybridization with 200 μl of stringent wash buffer (100 mM MES, 0.1 M NaCl, 0.01% Tween 20) followed by a non-stringent wash (6XSSPE, 0.01% Tween 20). 20XSSPE had the following composition (3 M NaCl, 0.2 M NaH_2_PO_4_, 0.02 M EDTA). Staining was done with 2 μg/ml streptavidin-phycoerytherin and 1 mg/ml acetylated BSA in 6xSSPE-T. Arrays were scanned using a HP G2500A GeneArray scanner.

### Data pre-processing and differential gene testing

Untreated and treated samples were analyzed in biological triplicate on YG-S98 arrays. Quantile normalization was carried out using the Robust Multichip Average (RMA) algorithm [21]. Transcripts that were absent across all experiments were identified using Absent/Present calls (Microarray Suite 5.0) and filtered for transcripts that were not expressed in any experiment. Differential gene expression was calculated using the dual filtering criteria of ≥1.5 fold change and statistical significance determined through the Local Pooled Error test (LPE) [22] with an adjustment for false discovery rate calculation of p value of ≤0.10 [23]. All microarray data have been submitted to the Gene Expression Omnibus Database (Series, GSE5301).

### Gene Ontology Enrichment Analysis

Statistical evaluation of co-regulated groups of genes was carried out through Gene Ontology Enrichment Analysis within the Functional Specification Database (funspec.med.utoronto.ca) [24]. Co-regulated yeast ORFs were classified according to the Gene Ontology Biological Process and the hypergeometric distribution (p < 0.01) used to assess enrichment of a particular gene category. The hypergeometric distribution asses for each gene ontology category, the probability (p-value) of observing such an overlap by chance is calculated as:

P=1−∑i=0k−1(Ci)(G−Cn−i)(Gn)
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaacqWGqbaucqGH9aqpcqaIXaqmcqGHsisldaaeWbqaamaalaaabaWaaeWaaeaafaqabeGabaaabaGaem4qameabaGaemyAaKgaaaGaayjkaiaawMcaamaabmaabaqbaeqabiqaaaqaaiabdEeahjabgkHiTiabdoeadbqaaiabd6gaUjabgkHiTiabdMgaPbaaaiaawIcacaGLPaaaaeaadaqadaqaauaabeqaceaaaeaacqWGhbWraeaacqWGUbGBaaaacaGLOaGaayzkaaaaaaWcbaGaemyAaKMaeyypa0JaeGimaadabaGaem4AaSMaeyOeI0IaeGymaedaniabggHiLdaaaa@49FD@

where *G *is the size of the genome, *C *is the number of genes in the genome having that attribute, *n *is the size of the query cluster, of which k are known to possess the attribute.

### Regression analysis

To identify genes with expression associated with double- or single-strand damage, all modulated ORFs across experimental conditions (225 total) were analyzed for association with induced expression ratio relative to percent single or double-strand lesion formation. Linear regression was performed on expression ratios relative to percent of direct single-strand or double-strand breaks with R^2^>0.6 and percent of total deoxyribose oxidation events with R^2^>0.8 selected for associated gene sets (Figure 4).

## Authors' contributions

RF carried out the analysis of all genomics experiments and drafted the manuscript. MD drafted the manuscript and participated in the analysis of the genomics experiments. JC carried out the experimental treatments of *S. cerevisiae *and the hybridizations to GeneChips. TB assisted in the experimental treatments and gene expression profiling experiments. LS participated in the oversight of the study and helped to draft the manuscript. PD conceived of the study and participated in its design and coordination and helped to draft the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional File 1 Differential enrichment of GO categories identified in the comparison of yeast responses to enediynes and γ-radiation. The table lists the gene ontology categories identified as significantly enriched within the four sectors identified in the comparison of the enediynes response to that of γ-radiation. Click here for file

Additional File 2 GO categories identified as associated with single-strand or double-strand damage. The table is a list of the gene ontology categories enriched in the gene sets that were identified as associated with single-strand or double-strand damage. Click here for file

Additional File 3 Cytotoxicity dose-response curves for *S. cerevisiae *strain DBY747 treated with enediynes. The figure plots the cytotoxicity dose-response curve for exposure of strain DBY747 to enediynes. Click here for file

Additional File 4 Cytotoxicity dose-response curves for *S. cerevisiae *strain BY4741 treated with enediynes. The figure plots the cytotoxicity dose-response curve for exposure of strain BY4741 to enediynes. Click here for file

## Figures and Tables

**Figure 1:**
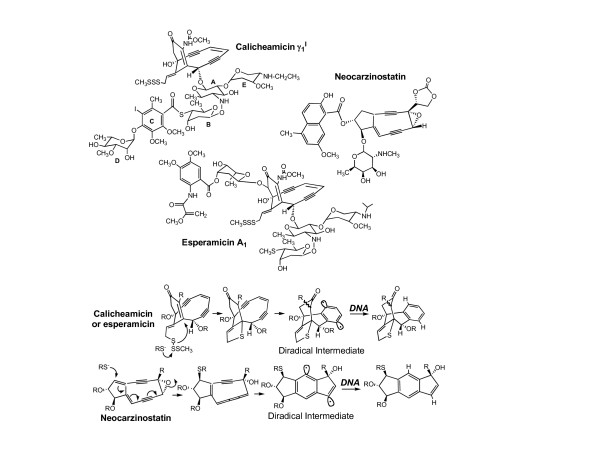
Chemical structures and relative ratios of double-strand to single-strand lesions generated. Three enediynes were used for treatment in *S. cerevisiae *including calicheamicin γ_1_^I^, esperamicin A1 and neocarzinostatin. Each of these results in varying ratios of double-strand (DS) to single-strand (SS) lesions in DNA as outlined in Table 1.

**Figure 2:**
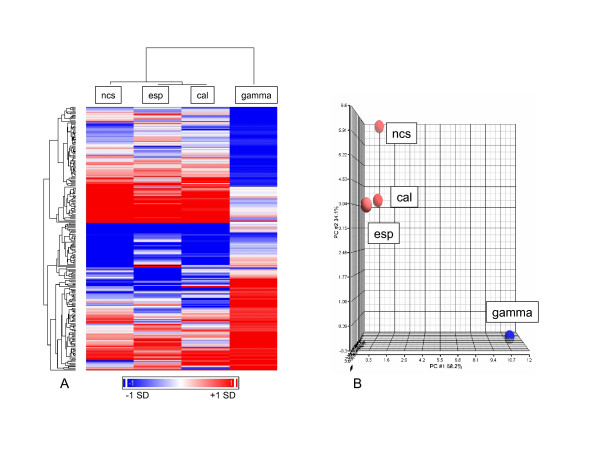
Hierarchical cluster and principal component analysis of damage-induced gene expression ratios. WT *S. cerevisiae *was exposed to damage induced by enediynes: calicheamicin γ_1_^I ^(cal), esperamicin A1 (esp) and neocarzinostatin (ncs) or γ-radiation (gamma). Significantly modulated transcripts in any one experiment (see Methods) were identified resulting in 225 ORFs and clustered hierarchically (A) or analyzed for principal components (B).

**Figure 3:**
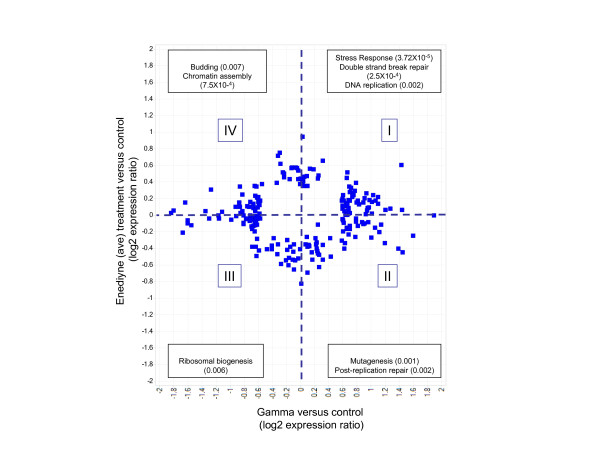
Scatter plot of relative transcriptional modulation in enediyne or γ-irradiated *S. cerevisiae*. The average expression ratio for enediynes was compared to that of γ-irradiated cells. Four primary sectors are identified (I-IV) demonstrating common or unique responses. Subsets of biological processes enriched (see Methods) are shown within each of the sectors [for complete list see Additional file 1].

**Figure 4:**
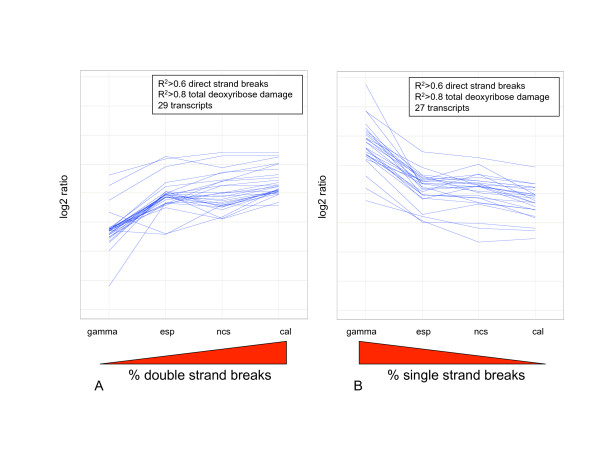
Trend line graph of ORFS with transcriptional modulation associated with single-strand or double-strand DNA breaks. ORFs with associated transcriptional modulation in response to treatment with enediynes or γ-radiation were identified using regression analysis (see Methods). A) ORFs with modulation associated with double-strand breaks and B) ORFs with modulation associated with single-strand breaks [for complete list of ORFs see Additional file 2].

**Figure 5:**
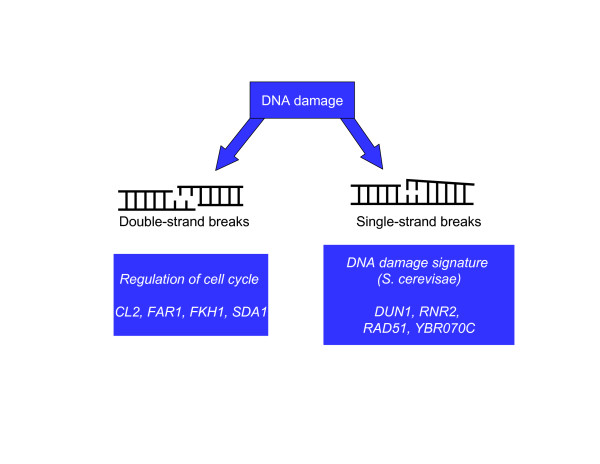
Model of specific responses in *S. cerevisiae *to double- or single-strand breaks.

**Table 1:** Proportions of Single- and Double-Strand Damage Produced by γ-Radiation and Enediynes

**Agent**	**Ratio of direct single- to double-strand breaks**	**Ratio of single- to double-strand deoxyribose oxidation events**
γ-Radiation	35–100:1^a^	35–100:1^a^
Esperamicin A1	24:1^b^	3.4:1^b^
Neocarzinostatin	6:1^c^	2.2:1^c^
Calicheamicin-γ_1_^I^	1:1^d^	1:24^d^

^a ^Reference [25, 26]

^b ^Reference [29]

^c ^Reference [30]

^d ^Reference [12, 31]

**Table 2:** Gene expression changes in response to enediyne or γ-radiation treatment^a^

	**# of unique ORFS with ≥ 1.5-fold change**^**b**^		
	**Increased Expression**	**Decreased Expression**	**Total**

**Calicheamicin γ**_**1**_^**I**^	4	3	7
**Esperamicin A1**	5	13	18
**Neocarzinostatin**	26	37	63
**γ-Radiation**	77	74	151

^a ^WT *S. cerevisiae *was exposed to enediynes or γ-radiation and their relative transcriptomes compared. Total numbers of unique ORFs are represented that showed significant modulation (see Methods).

^b ^Adjusted p-value ≤ 0.1

**Table 3:** Elevated expression of ORFs associated with single- and double-strand damage caused by exposure of *S. cerevisiae *to γ-radiation and enediynes^a^

**Elevated Expression of ORFS Associated with Single-Strand Damage**			**Elevated Expression of ORFS Associated with Double-Strand Damage**		
***ORF***	***Gene Name***	***Description***	***ORF***	***Gene Name***	***Description***

YLR164W	---	YLR164Wp is homologous to TIM18p	YNL300W	---	Hypothetical ORF
YPR015C	---	Hypothetical ORF	YGL101W	---	Hypothetical ORF
YHL035C	---	ABC transporter	YLR054C	---	Non-essential protein required for construction of the outer spore wall layers
YLR326W	---	Hypothetical ORF	YLR290C	---	Hypothetical ORF
YDL152W	---	---	YER185W	---	Hypothetical ORF
YIR036C	---	Hypothetical ORF	YNL141W	AAH1	adenine aminohydrolase (adenine deaminase)
YCL033C	---	Hypothetical ORF	YBR158W	AMN1	Involved in daughter cell separation and Chromosome STability
YLR077W	---	The authentic, non-tagged protein was localized to the mitochondria	YHR208W	BAT1	branched-chain amino acid transaminase
YBR070C*	---	Protein required for cell viability	YHR052W	CIC1	Core interacting component 1
YLR109W	AHP1	alkyl hydroperoxide reductase	YPL256C	CLN2	G1 cyclin
YJL115W	ASF1	anti-silencing protein	YNL112W	DBP2	ATP dependent RNA helicase|dead box protein
YML102W	CAC2	chromatin assembly factor-I (CAF-I) p60 subunit	YDL160C	DHH1	Cytoplasmic DExD/H-box helicase
YOR031W	CRS5	metallothionein-like protein	YJL157C	FAR1	Cdc28p kinase inhibitor
YDL101C*	DUN1	protein kinase	YIL131C	FKH1	forkhead protein
YDL018C	ERP3	p24 protein involved in membrane trafficking	YBR010W	HHT2	histone H3 (HHT1 and HHT2 code for identical proteins)
YIR038C	GTT1	glutathione transferase	YER110C	KAP123	karyopherin beta 4
YBR072W	HSP26	heat shock protein 26	YOL025W	LAG2	affects longevity
YIR037W	HYR1	glutathione-peroxidase (putative)	YDR234W	LYS4	homoaconitase
YOR328W	PDR10	ABC transporter (putative)|highly similar to Pdr5p	YIL106W	MOB1	Mps One Binder
YNL102W	POL1	DNA polymerase I alpha subunit p180	YDR033W	MRH1	Protein that localizes primarily to the plasma membrane
YER095W*	RAD51	Rad51p colocalizes to ~65 spots with Dmc1p prior to synapsis	YBR093C	PHO5	acid phosphatase
YNL312W	RFA2	29% identical to the human p34 subunit of RF-A|replication factor RF-A subunit 2	YGL028C	SCW11	glucanase
YJL026W*	RNR2	ribonucleotide reductase subunit	YGR245C	SDA1	Severe Depolymerization of Actin
YGL103W	RPL28	ribosomal protein L28 (L29) (rp44) (YL24)	YIL162W	SUC2	invertase (sucrose hydrolyzing enzyme)
YGR027C	RPS25A	ribosomal protein S25A (S31A) (rp45) (YS23)	YDR297W	SUR2	sphingosine hydroxylase
YER096W	SHC1	Sporulation-specific activator	YPR016C	TIF6	similar to human translation initiation factor 6 (eIF6);
			YDR120C	TRM1	N2,N2-dimethylguanosine-specific tRNA methyltransferase
			YBL004W	UTP20	U3 snoRNP protein
			YBR104W	YMC2	Putative mitochondrial inner membrane transporter

^a ^WT *S. cerevisiae *was exposed to enediynes or γ-radiation and regression analysis identified genes with increased transcriptional activation associated either with single-strand (left) or double-strand damage (right). 

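Of the 26 single-strand ORFs printed in Table 3, 24 were measured, and 12 rose with γ-radiation, none fell and 12 did not pass limma's test over all genes (21 rose when adjusted over the list alone). Besides *DUN1*, *RNR2* and *RFA2* these include *ERP3* (0.90 on the log2 scale, adjusted p = 0.00879 from limma), *AHP1*, *GTT1*, *ASF1* and *POL1*. In all 24 the log2 fold change was highest with γ-radiation and the slope on the percent of double-strand damage was negative, and in 24 it was negative over the enediynes alone. Of the 29 double-strand ORFs, 28 were measured, and 5 fell with γ-radiation, none rose and 23 did not pass (21 fell when adjusted over the list alone). The 5 were *AMN1*, *YMC2* (adjusted p = 0.0812), which encodes a mitochondrial carrier, the acid phosphatase gene *PHO5* (-0.78, adjusted p = 0.0823), *MOB1* and *LYS4* (-0.65, adjusted p = 0.0940), a gene of lysine synthesis. In 25 of the 28 the log2 fold change was lowest with γ-radiation, in 28 the slope was positive, and in 27 it was positive over the enediynes alone. No gene of either list was called for an enediyne by limma over all genes, and with the mean of the enediynes 1 single-strand gene rose when adjusted over the list alone. The regression rule was met by 1 gene of the single-strand list, *RPS25A*, and 0 of the double-strand list. The median R2 on total oxidation was 0.54 and 0.53, and on direct breaks 0.40 and 0.41, lower than on total oxidation in 23 and 26 genes. A change with γ-radiation alone has an R2 of 0.35 on total oxidation and 0.23 on direct breaks. Which R2 is higher is thus partly fixed by the percents. The difference between the γ-radiation and mean enediyne effects passed for 5 single-strand genes and 0 double-strand genes (17 and 13 when adjusted over the list alone), with a median of 0.80 (camera, adjusted p = 1.5e-28; adjusted p = 9.5e-05 with an estimated correlation) and -0.69 (camera, adjusted p = 2.4e-10; adjusted p = 0.0782 with an estimated correlation), the latter -0.35 with all 6 control arrays as the control. With an estimated correlation the latter passed with cyclic loess (-0.61, adjusted p = 0.0317) and with the replicate number as a block within each control family, a fit chosen after the data were examined (-0.69, adjusted p = 0.0240). With that block 19 single-strand genes rose and 15 double-strand genes fell with γ-radiation, and the difference passed for 7 and for 1 (*AAH1*, -0.96). The study chose both lists on these arrays, so their direction here is not independent evidence of it. In 5 single-strand and 10 double-strand genes the vehicle controls differed from each other.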

Members of the DNA damage signature are highlighted in grey and denoted with an asterisk (*).

# Supplementary material for: The DNA-damage signature in Saccharomyces cerevisiae is associated with single-strand breaks in DNA
**Source:** BMC Genomics. 2006 Dec 12;7:313. doi: 10.1186/1471-2164-7-313

**Fry et al. Additional File 3:
Cytotoxicity dose-response curves for *S. cerevisiae* strain DBY747 treated with enediynes**

- Data represent mean of duplicate samples
- Data were fit to an equation for exponential decay
- 20-25% cytotoxicity window indicated with gray box
- Calculated values for neocarzinostatin:
LD₂₀ = 3.3 nM
LD₂₅ = 4.2 nM
- Calculated values for calicheamicin:
LD₂₀ = 1 nM
LD₂₅ = 1.4 nM

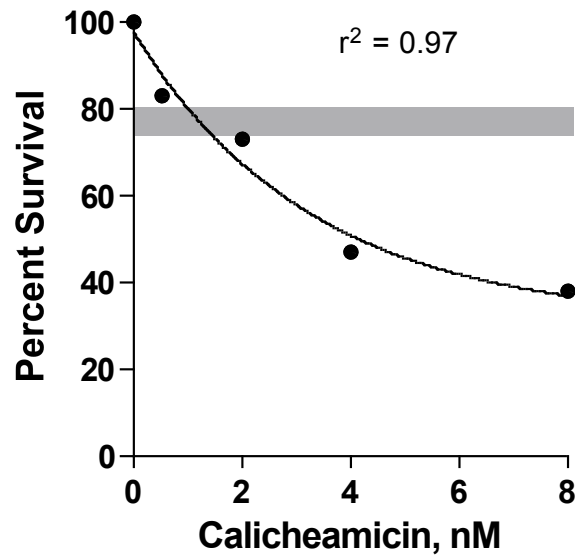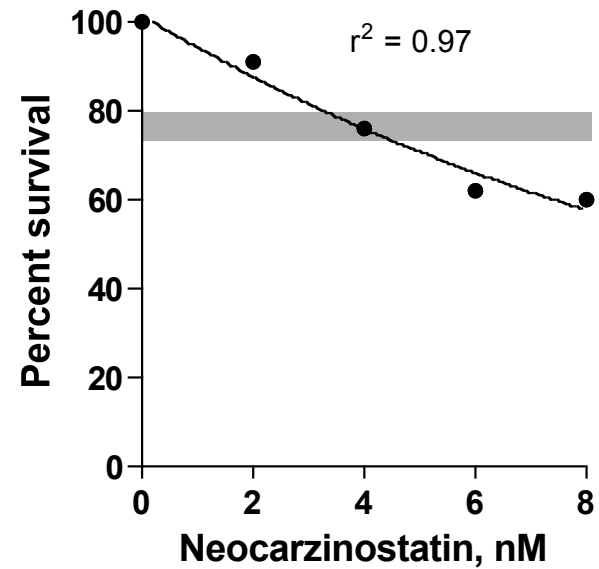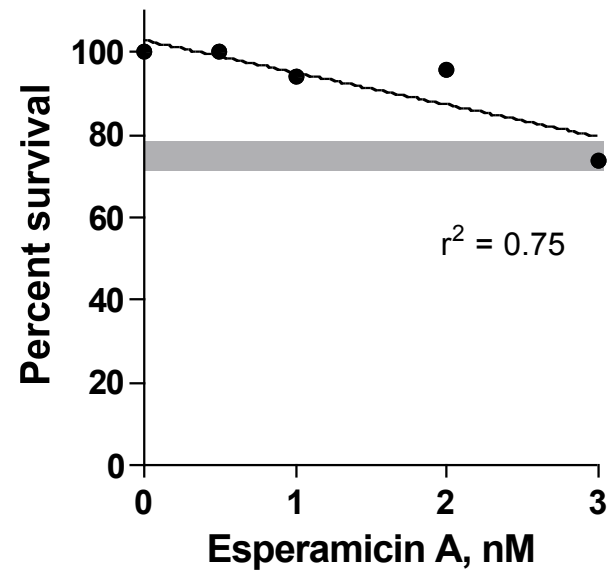

**Supplement:** Additional File 3 — Cytotoxicity dose-response curves for S. cerevisiae strain DBY747 treated with enediynes. The figure plots the cytotoxicity dose-response curve for exposure of strain DBY747 to enediynes.

# Supplementary material for: The DNA-damage signature in Saccharomyces cerevisiae is associated with single-strand breaks in DNA
**Source:** BMC Genomics. 2006 Dec 12;7:313. doi: 10.1186/1471-2164-7-313

**Fry *et al.* Additional File 4:
Cytotoxicity dose-response curves
for *S. cerevisiae* strain BY4741
treated with enediynes**

- Data represent mean $\pm$ SD for triplicate samples
- Data were fit to an equation for exponential decay
- 20-25% cytotoxicity window indicated with gray box
- Calculated values for neocarzinostatin:
LD₂₀ = 2 nM
LD₂₅ = 3 nM
- Calculated values for calicheamicin:
LD₂₀ = 1 nM
LD₂₅ = 0.8 nM

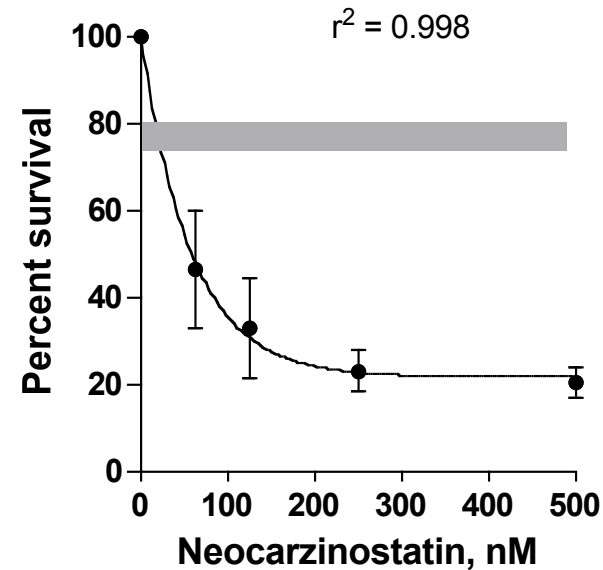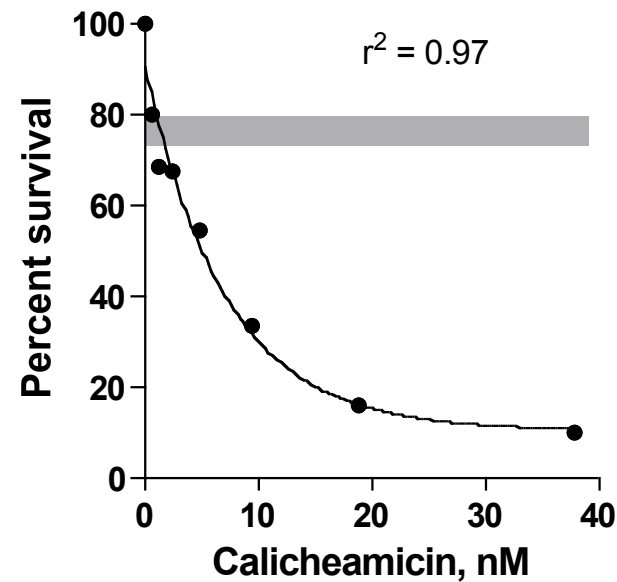

**Supplement:** Additional File 4 — Cytotoxicity dose-response curves for S. cerevisiae strain BY4741 treated with enediynes. The figure plots the cytotoxicity dose-response curve for exposure of strain BY4741 to enediynes.

How the deposited data were processed for this re-analysis (not part of the article)

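Transcript levels were measured on 18 Affymetrix YG-S98 arrays, 1 per culture, in 6 groups of 3 biological replicates: calicheamicin, esperamicin A1, neocarzinostatin, methanol vehicle, mock irradiation and γ-radiation. The authors made the deposited intensities with the RMA algorithm, which corrects for background, applies quantile normalization and summarizes the probes of a probe set, and the deposited values are intensities on a linear scale. Their log2 was taken, and no further scaling was applied. Probe sets were matched to genes through the annotation supplied with the arrays' probe sets: 6504 match 1 gene symbol, 328 several and 2443 none, and 60 are controls. Each gene is represented by the probe set with the highest mean over all arrays, which gives 5656 genes. The paper removed genes by Absent/Present calls, which are not used here. Probe sets that match several genes are not named. Of the 7 signature genes in the paper, 1 is not reported here. No genome was used. The number of arrays limits the precision.

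Each comparison was a contrast in 1 model of all 18 arrays in 6 groups, fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 12 residual degrees of freedom): each enediyne and the mean of the enediynes against methanol vehicle, γ-radiation against mock irradiation, each pair of enediynes, methanol vehicle against mock irradiation, and the difference between the γ-radiation and mean enediyne effects. A gene was called at a fold change of 1.5 or more and a Benjamini-Hochberg adjusted p of 0.10 or less. Contrasts weighted by the percent of double-strand damage from Table 1 were called on the adjusted p alone. The regression rule of the paper was applied to the log2 fold changes of the 4 agents. Standard errors are limma's moderated ones. The local pooled error test was written after its description and run at the same thresholds. Gene lists were tested with camera at a preset correlation of 0.01 and adjusted over the 29 lists of a comparison; a list was called at an adjusted p of 0.05 or less. Of 17 lists called for γ-radiation 7 were kept with an estimated correlation, of 15 called for the difference between γ-radiation and the enediynes 3 were kept, and of 13 called between the controls 0. The model has no block for replicate number. The residuals of arrays with the same replicate number correlated above 0.1 in all 3 pairs for γ-radiation with mock irradiation (0.65, 0.50 and 0.67), calicheamicin with methanol vehicle (0.17, 0.13 and 0.40) and neocarzinostatin with methanol vehicle (0.37, 0.18 and 0.12), but not for esperamicin A1 with methanol vehicle (0.19, 0.35 and -0.09). This pairing comes from the values, and replicate number was used as a block in the alternatives.

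The comparisons, tests, thresholds, alternatives, gene lists and the rule for named genes were set before the data were examined. The rule names every gene in the paper's text and Table 3, the largest rises and falls past the threshold with every treated array beyond every control array (10 of each for γ-radiation and neocarzinostatin, 8 of each for the other comparisons) and the 4 members of each list with the smallest adjusted p. For the difference between γ-radiation and the enediynes, the arrays compared for this rule were those of γ-radiation and mock irradiation. The values in the paper's tables had been seen by then. Genes named because they pass with the replicate number as a block within each control family were chosen after their values were seen. Chosen after the data were examined were the 5656 genes as the tested set, the threshold for gene lists, which list results were followed through the alternatives, and the following alternatives: all probe sets, the 5' minus 3' actin difference as a covariate, the replicate number as a block within each control family, all genes for the size of the response, leaving out arrays for the gene lists, the estimated correlation in each alternative of the lists and the natural log of the ratio of single- to double-strand damage in place of the percent. Alternatives set in advance were cyclic loess, centring on the median, leaving out the dimmest probe sets, an intensity trend, the replicate number as a block, an adjusted p of 0.05, no fold threshold, fits of the compared groups alone, the local pooled error test, all 6 control arrays as the control, the ends of the range of ratios for γ-radiation, linear ratios and leaving out each array in turn.

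The lists are the DNA damage signature, the Table 3 single-strand and double-strand ORFs, Dun1 pathway targets, homologous recombination, excision repair, post-replication repair, DNA replication, histones, chromatin assembly, G1/S and G2/M genes, daughter cell separation, general stress, oxidative stress, heat shock chaperones, ribosome biogenesis, cytosolic ribosomal proteins, RNA polymerases I and III, proteasome, amino acid biosynthesis, phosphate response, glucose-repressed genes, pheromone and mating genes, meiosis and sporulation, stationary phase, the iron regulon, formaldehyde and formate detoxification, and multidrug resistance. The Table 3 lists were chosen by the study on these arrays. The fit, the local pooled error test and the list test were tested on simulated data with known changes. Of 153 pairs of arrays, 0 were identical.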

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

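The tests of methanol vehicle replicate 1, of experiment batch, of methanol, of recovery in simulated data and of the orders of the agents, and the other splits of the enediyne arrays, were chosen after the results were seen; the other splits for γ-radiation, the controls, any agent, the difference between the effects and the slopes were chosen before.

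The effects of γ-radiation and of the mean of the enediynes differed in 19 genes, by a test of the difference itself. The 10 higher with γ-radiation were *RNR3* (3.00), *HUG1* (1.76), *GTT1* (1.37), *RFA3* (1.27), *RFA1* (1.17), *AHP1* (1.10), *RNR4* (1.05), *ERP3* (0.99), *RNR2* (0.88) and *DUN1* (0.87) on the log2 scale. Among these, *AHP1* and *GTT1* were already higher with methanol vehicle than with mock irradiation. *HUG1* was lower, with log2 intensities of 7.01 to 7.44 with methanol vehicle and 8.05 to 8.82 with mock irradiation. For these genes the effects start from unlike controls. The 9 lower were *EGT2* (-2.26), *YNL058C* (-2.02), *HTB2* (-1.94), *AIM20* (-1.87), *HOF1* (-1.79), *PHO3* (-1.44), *HEK2* (-1.06), *HOM3* (-0.89) and *SWI5* (-1.41), whose intensities lie below the array medians, were not tested against background and were already near the γ-radiation level with methanol vehicle, so a fall with the enediynes could hardly have been seen. The count was 4 without methanol vehicle replicate 1 or without mock irradiation replicate 1, between 5 and 12 without each of 10 other arrays and 48 with the replicate number as a block within each control family. The median differed by 0.88 for the DNA damage signature, 0.80 for the Table 3 single-strand list and -0.69 for the Table 3 double-strand list, and with an estimated correlation the last did not pass (adjusted p = 0.0782 with an estimated correlation, camera on the limma fit) and was -0.35 with all 6 control arrays as the control, while it passed with cyclic loess (adjusted p = 0.0317) and with the block within each control family (adjusted p = 0.0240). The study chose both Table 3 lists on these arrays, so their direction here is not independent evidence of it. Of 100 splits of the arrays within each control family, the real one included, 13 gave as many genes as the real 19, and the highest other gave 73. Of the 99 others, 12 left the γ-radiation arrays apart from the mock irradiation arrays, and 9 of these gave as many, up to 50, which are also the 9 as large among the 39 that part all 3 irradiation pairs; of the 87 that mixed them 3 did, all among the 60 that part 1 pair, and 0 of the 27 that part all 3. The 12 keep the γ-radiation effect and the share over the 87 was looked at only after the result was seen, so the splits do not settle whether chance is excluded for the count. A split with several times the real count points to a structure of the arrays.

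Methanol vehicle differed from mock irradiation in 491 genes (limma), in a contrast that the paper does not report. The largest rises were in *YLR264C-A* (2.43), the phosphate transporter gene *PHO84* (2.42), *YDR524W-C* (2.05), *AAD10* (1.99), *SSF1* (1.93), *GPX2* (1.88), *GSC2* (1.87) and *FIT2* (1.81). The largest falls were in *HAP4* (-2.24), an activator of respiration genes, *COX26* (-2.18), *NCE102* (-2.07), *TIP1* (-2.02), *HSP42* (-2.01), *RIB4* (-2.00), *BTN2* (-1.96) and *ARR2* (-1.94). The count was 291 without mock irradiation replicate 2, 89 in a fit of the compared groups alone and 311 with the actin difference as a covariate, 242 of them shared with the 491. The real split alone, 1 of 10, reached 491, the highest other gave 1, and 10 splits are too few for a share under 0.05.

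Degradation of RNA, an experiment batch and methanol were set against the difference between the controls. Degradation in methanol vehicle replicate 1, whose actin difference was -3.59, is argued against as the whole cause, since 387 genes were called without that array; with the actin difference as a covariate, 242 of the 491 genes were still called. A batch between the experiments and the treatment cannot be told apart, because all 12 treated arrays lay on the side of their own control on the first principal component and each experiment has a control of its own. A response to methanol cannot be told apart from these either: the median of the 2 measured genes of formaldehyde and formate detoxification was -0.13, which is too few genes to decide. The design names methanol as a difference between the controls, and it stays open as a biological explanation.

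No gene was called for an enediyne by limma, with 220, 207 and 464 genes at an unadjusted p under 0.05, while the local pooled error test called 4, 4 and 8, and limma with the replicate number as a block within each control family called 3 for neocarzinostatin (*CIP1*, *DXO1* and *HAP1*). Without methanol vehicle replicate 1, 7 genes were called for any enediyne, all for esperamicin A1, against 60 for γ-radiation in the same fit. That fit leaves fewer controls for each enediyne, so it does not settle whether spread added by this array is the cause. The esperamicin A1 arrays (actin difference -2.34 to -1.53) then stand against methanol vehicle arrays at -0.97 and -0.77. RNA quality and treatment cannot be told apart for these 7 genes. Changes too small for 3 arrays a group stay open, because 26.9% of simulated 1.5-fold changes were recovered for calicheamicin. Of simulated 2-fold changes 85.1% were recovered and of 4-fold changes 100%, with 200 genes changed at once, and recovery could be lower where fewer genes change. A weaker response of these cells to the enediynes at these doses is the biological explanation, and no test separates it from small changes. The splits of 3 arrays against 3 are too few for a share under 0.05 and cannot test a real value of 0, which every split equals or exceeds; the highest others were 0 for calicheamicin, 73 for esperamicin A1 (its replicates 1 and 3 with methanol vehicle replicate 1) and 1 for neocarzinostatin.

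The association of expression with the percent of double-strand damage was met by 429 of all 5656 genes. Of all 24 orders of the percents over the agents 14 gave as many genes, up to 1430, with a median of 484, so the count does not set a graded response to the percent apart from other orders of the agents. With γ-radiation kept lowest, 5 of the 6 orders of the enediynes gave as many, up to 651, but these orders do not test a contrast of γ-radiation against the enediynes as a whole: a step that sets γ-radiation apart from 3 equal enediynes has an R2 of 0.23 on direct breaks and 0.35 on total oxidation, below the rule's 0.6 and 0.8. A graded response and such a contrast with spread among the enediynes cannot be told apart, with 4 values a gene. A dependence on the kind of strand damage stays open as the biological explanation.

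For γ-radiation 2 of 10 splits, the real one included, gave as many genes as the real 51, the highest other 217, and the splits are too few for a share under 0.05. That split, mock irradiation replicates 1 and 2 with γ-radiation replicate 1 against the rest, keeps 2 of the 3 pairs of replicate number together; the 3 other splits that part all pairs called 0 genes, and the count with the replicate number as a block within each control family was 129. For any agent 15 of 100 splits gave as many as the real 51 (highest other 493), for the slope on direct breaks 9 (real 2, highest other 349) and for the slope on total oxidation 15 (real 2, highest other 240). Of the others, 12 left the γ-radiation arrays apart from the mock irradiation arrays, the highest of each included; of the 87 that mixed them 11 gave as many for any agent, up to 468, all among the 60 that part 1 irradiation pair, and 0 of the 27 that part all 3 pairs as the real split does (up to 27). For each slope 4 of the 87 did, up to 14 for direct breaks and 21 for total oxidation; of the 27 that part all pairs 1 did for direct breaks and 0 for total oxidation. The parting by pairs was looked at only after the result was seen, and the splits do not settle whether chance is excluded for any of these counts. For the mean of the enediynes and for the pairs of enediynes the real count is 0, which every split equals or exceeds, so the splits do not test it; the highest others were 296 and 10, and a split with 296 genes points to a structure of the arrays. The split with 296 took esperamicin A1 replicate 3, neocarzinostatin replicate 1 and methanol vehicle replicate 1 as control.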

How the results depend on the processing

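Only some of the alternatives were set before the data were examined: all probe sets, the actin covariate, the block within each control family, all genes for the size of the response, the log of the ratio, leaving out arrays for the gene lists and the estimated correlation in each of their alternatives were chosen after the results were seen. The cause was not tested for any of the following changes, except that fits of the compared groups alone have fewer arrays to estimate the spread. Also, all 6 control arrays as the control bring part of the difference between the controls, called for 491 genes, into each effect. This part has opposite signs for the enediynes and γ-radiation. With all 6 control arrays as the control, the counts were 68 for esperamicin A1, 44 for neocarzinostatin, 176 for γ-radiation and 257 for any agent, the share with the same direction was 33.1%, the median size 0.72 for γ-radiation and 0.37 for the mean enediyne, the mean correlation 0.84 between enediynes and -0.33 with γ-radiation, and the general stress median for the mean enediyne -0.25; amino acid synthesis with γ-radiation (median 0.0004) and ribosome biogenesis with neocarzinostatin (-0.01) no longer passed. By the local pooled error test the counts were 4, 4 and 8 for calicheamicin, esperamicin A1 and neocarzinostatin, and over its genes the mean enediyne size was 0.19, the correlation between enediynes 0.77 and the first principal component 90.0%. With the block within each control family the counts were 3 for neocarzinostatin, 129 for γ-radiation, 132 for any agent, 48 for the difference between the effects, and 7 and 15 for the slopes on direct breaks and total oxidation; the 129 held all 51 called genes, and this block changed none of the other counts over all genes by over 1.5 times and, with the preset correlation, no call of the lists it was run for. The fit of compared groups alone gave 17 for γ-radiation, 89 for the controls and 3 for the pairs of enediynes. An adjusted p of 0.05 gave 5 for the difference and 1 for direct breaks, cyclic loess 1 for direct breaks and all probe sets 29 and 1. With the actin covariate the counts were 311 for the controls, 242 of them shared with the 491, and 1 each for esperamicin A1, the pairs of enediynes and direct breaks, and ribosome biogenesis passed for the mean enediyne with the preset correlation (-0.10). The enediynes alone gave 0 genes for either slope. Over all genes the regression rule was met by 220 and 209 genes and the γ-radiation size was 0.16; with the log of the ratio 1 called gene met the double-strand rule. With an estimated correlation, ribosome biogenesis (-0.30) and general stress (0.12) with γ-radiation and the double-strand list for the difference (-0.69) no longer passed; 10 further list results did not either, of which DNA replication, phosphate response, daughter cell separation and proteasome with γ-radiation, like the double-strand list, passed with it under 2 or 3 of the other alternatives.

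Leaving out 1 array of the comparison at a time (6 arrays for each agent and for the controls, 12 for the mean enediyne, 9 for the pairs of enediynes and 18 otherwise), the lowest and highest counts were 0 and 1 for calicheamicin, 0 and 7 for esperamicin A1, 0 and 1 for neocarzinostatin, 23 and 55 for γ-radiation (60 without methanol vehicle replicate 1, which is not in that comparison but adds to the estimate of spread), 23 and 67 for any agent, 0 and 2 for the mean enediyne, 4 and 20 for the difference between the effects, 291 and 684 for the controls, 0 and 4 for the pairs of enediynes, 0 and 3 for the slope on direct breaks and 1 and 4 for that on total oxidation. The share with the same direction ranged from 49.0 to 76.1%, the size from 0.87 to 1.39 for γ-radiation and 0.087 to 0.19 for the mean enediyne, the mean correlation from 0.42 to 0.88 between enediynes and 0.02 to 0.41 with γ-radiation, and the first component from 89.8 to 97.7%. List medians ranged from -0.18 to 0.094 for ribosome biogenesis and -0.015 to 0.30 for general stress with the mean enediyne, and, with γ-radiation, from -0.14 to 0.32 for general stress, -0.74 to -0.37 for G2/M, -0.34 to -0.13 for amino acid synthesis, 0.05 to 0.25 for DNA replication, -0.49 to -0.17 for ribosome biogenesis and 0.15 to 0.25 for the proteasome. For the controls the count was 291 without mock irradiation replicate 2. Under all 12 alternatives run for each of them, the signature and Dun1 target lists kept their direction and side of the threshold with γ-radiation, as did the signature and the single-strand list under 24 for the difference between the effects, also with an estimated correlation in each; the G2/M list did too, except with an estimated correlation and all 6 control arrays (adjusted p = 0.0861). The study chose the single-strand list on these arrays, so its direction is not independent evidence. With an estimated correlation in each alternative, none of the lists followed for the mean enediyne or neocarzinostatin passed.

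Of the alternatives set in advance, genes called for γ-radiation and for at least 1 enediyne or their mean gave no genes, and the regression with the 3 enediynes alone gave only slope signs. The 5' minus 3' differences of the actin and *SPT15* control probe sets, not a depth, are the signs of array quality that were measured. On *SPT15* methanol vehicle replicate 1 (-4.40) lay close to esperamicin A1 replicate 3 (-4.19). Signal over background was not examined beyond leaving out the dimmest probe sets, which gave 40 genes for γ-radiation and 17 for the difference between the effects. Among the named genes *SWI5*, *ALK1*, *SPO12* and *SMC3*, called for γ-radiation, had group mean intensities below the array medians in all 6 groups.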

Differences from the paper's values

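The thresholds here are those of the paper, and the test, the set of genes and the use of Absent/Present calls differ. For calicheamicin the paper's counts are 7 genes, 4 higher and 3 lower, against 0, 0 and 0 here; of 16 alternatives set before the data were examined none came within 1.5 times the paper's total, which is what within the paper's means below (range 0 to 4), and for the lower genes the local pooled error test, with 2, did. For esperamicin A1 the paper's counts are 18 genes, 5 higher and 13 lower, against 0, 0 and 0 here, and none of the 16 did (range of the total 0 to 68). For neocarzinostatin the paper's counts are 63 genes, 26 higher and 37 lower, against 0, 0 and 0 here. With all 6 control arrays as the control they were 44, 19 and 25, within the paper's, and under the other 15 alternatives they were not. That control brings part of the difference between methanol vehicle and mock irradiation into each effect.

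For γ-radiation the paper's counts are 151 genes, 77 higher and 74 lower, against 51, 26 and 25 here. With all 6 control arrays as the control, which brings part of the difference between the controls into each effect, they were 176, 106 and 70. Under the other 15 alternatives they were not within the paper's. With the replicate number as a block within each control family, an alternative chosen after seeing the values, they were 129, 66 and 63, which is also within; the paper's list of called genes was not used here, so how many of them this drops is not known. For any agent the paper's count is 225, against 51 here, 257 with all 6 control arrays as the control, and not within the paper's under the other 26 alternatives.

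The paper's share of variance on the first principal component is 58.2%, against 96.9% here. None of 22 alternatives came within it (range 89.8 to 97.7%). The gene sets differ: the 51 genes here were all called for γ-radiation, while the paper's 225 ORFs include genes changed by an enediyne. A value over all genes, a setting that was not among those set in advance for this result, was 63.1%. For the regression rule, the paper's counts are 29 double-strand and 27 single-strand ORFs, against 0 and 0 here. None of 24 alternatives came within them (range 0 to 220 and 0 to 209). The highest values are over all 5656 genes, another set than the paper's changed ORFs. Over genes called for γ-radiation only, few could meet the rule: a change with γ-radiation alone has an R2 of 0.23 and 0.35. The 0 and 0 therefore do not decide on the paper's counts. With the natural log of the ratio of Table 1, chosen after seeing the values, 5 of the 24 measured ORFs of the single-strand list and 5 of the 28 of the double-strand list met the rule, so that it still drops 19 and 23; with the percent 1 and 0 did, with linear ratios 1 and 1, and with all 6 control arrays 1 and 4.

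The paper places *MSN2* and *MSN4* among genes induced by both kinds of agent; here their γ-radiation changes were 0.02 and 0.02 and their mean enediyne changes 0.54 and 0.46, none of which passed limma's test, while *DUN1*, which it names with them, rose with γ-radiation. It places *POL30* and *CDC8* among genes induced by γ-radiation and repressed by the enediynes; the signs here were those, and neither gene passed; *POL30* rose with γ-radiation with cyclic loess and without γ-radiation replicate 3, alternatives set before the data were examined, and with the block within each control family, chosen after seeing the values (adjusted p = 0.0896, 0.0883 and 0.0141). In its principal component analysis neocarzinostatin is moderately apart from the other enediynes; here the scores on the second component were -0.70 for neocarzinostatin, -0.08 for calicheamicin and 0.79 for esperamicin A1 over the called genes. In the clustering γ-radiation joined last, as it did in the paper. The enediynes share their methanol vehicle arrays, and simulated unchanged pairs of enediynes had a mean r of 0.50 over all genes. The joining order therefore does not test the paper's. Its regression lists hold ORFs that meet its rule; here all 24 and all 28 measured ORFs had the slope the paper lists, and 1 and 0 met the rule. The paper finds the signature, which it gives as 9 genes and of which it names 7, enriched in its single-strand set. Here 1 of 209 genes over all genes was among the 6 measured (Fisher's exact test, two-sided, p = 0.202), a test of part of the signature. The list's slope on the double-strand share was negative, as a rise with γ-radiation alone would make it. The paper drew its set from its changed ORFs, and the background here was all genes. A gene changed by γ-radiation alone misses the rule (R2 of 0.23 and 0.35). This test therefore does not decide on the paper's enrichment.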

Other observations

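With γ-radiation, of 39 measured genes of amino acid synthesis, *HOM3*, *LEU9* and *LYS4* fell, none rose and 36 did not pass (6 fell when adjusted over the list alone, and 7 with the replicate number as a block within each control family, which adds *LYS21*, *HOM2*, *BAT1* and *HIS5*), with a median of -0.32 (camera on the limma fit, adjusted p = 3.5e-06; adjusted p = 0.0274 with an estimated correlation). The median was -0.13 without mock irradiation replicate 3 and -0.17 without γ-radiation replicate 2, and with all 6 control arrays as the control it was 0.0004 and the list did not pass (camera, adjusted p = 0.435). With an estimated correlation it also did not pass without mock irradiation replicate 3 (adjusted p = 0.157), without γ-radiation replicate 1 (adjusted p = 0.0516) or with cyclic loess (adjusted p = 0.0532). *HOM3* fell by 0.84 on the log2 scale (adjusted p = 0.00457 from limma). Of 13 genes of the phosphate response, the acid phosphatase genes *PHO3* (-1.57) and *PHO5* fell (median -0.26; camera, adjusted p = 2.5e-04; adjusted p = 0.0641 with an estimated correlation), and with an estimated correlation the list passed with all 6 control arrays (-0.38, adjusted p = 0.0267) and with that block (adjusted p = 0.0177). Of 32 proteasome genes 0 passed, and the list's median was 0.23 (camera, adjusted p = 1.8e-06; adjusted p = 0.0788 with an estimated correlation), and 0.15 without γ-radiation replicate 1. With an estimated correlation it passed with all 6 control arrays (0.35, adjusted p = 0.0407) and without γ-radiation replicate 2 (0.24, adjusted p = 0.0381). For these lists, all 6 control arrays bring part of the difference between the controls into the effect. Of 16 multidrug resistance genes *PDR10*, which encodes a transporter, rose (0.75; list median 0.17; camera, adjusted p = 0.0208; adjusted p = 0.295 with an estimated correlation). No gene of the glucose-repressed (20 genes, median -0.02; camera, adjusted p = 0.879), pheromone and mating (21, -0.03, 0.766), meiosis and sporulation (23, 0.03, 0.310), stationary phase (16, 0.13, 0.0724), iron (18, 0.05, 0.216) or formaldehyde and formate (2, -0.11, 0.766) lists passed limma's test; with that block *SHC1* of the meiosis list (0.80, adjusted p = 0.0442) and *HSP26* of the stationary phase list rose.

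With methanol vehicle relative to mock irradiation, 175 genes were higher and 316 lower, and the lists that passed with a preset correlation lost their calls with an estimated one (0 of 13 kept). Of 18 iron regulon genes, *ENB1* (1.53), *ARN1* (1.45), *FIT2*, *FIT3* and *FRE1*, which act in iron uptake, rose and none fell (median 0.42; camera, adjusted p = 1.1e-04; adjusted p = 0.331 with an estimated correlation), with a median of 0.24 without mock irradiation replicate 2. Of 39 genes of amino acid synthesis 12 fell and none rose, among them *BAT1* (-1.18) and *LYS9* (-1.29) (median -0.51; camera, adjusted p = 8.8e-06; adjusted p = 0.159 with an estimated correlation), with a median of -0.31 without mock irradiation replicate 3. Of 30 genes of the general stress response 12 fell and 2 rose, with *PGM2* (-1.88) and *HXK1* (-1.22) among the former and *DDR48* (1.48) among the latter (median -0.68; camera, adjusted p = 1.1e-04; adjusted p = 0.408 with an estimated correlation). Of 20 glucose-repressed genes 5 fell, among them the hexose transporter genes *HXT6* (-1.68) and *HXT7* (-1.35) (median -0.40; camera, adjusted p = 6.7e-04; adjusted p = 0.331 with an estimated correlation). Of 15 genes of daughter cell separation 6 rose, among them *DSE4* (1.27) and *SCW11* (1.09) (median 0.49; camera, adjusted p = 1.3e-06; adjusted p = 0.331 with an estimated correlation).

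The first principal component of the 18 arrays held 31.8% of the variance and separated the mock irradiation and γ-radiation arrays from the methanol vehicle and enediyne arrays. On the second component methanol vehicle replicate 1 lay at -34.0, apart from the other 17 arrays.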
